# Benzo(a)pyrene induces similar gene expression changes in testis of DNA repair proficient and deficient mice

**DOI:** 10.1186/1471-2164-11-333

**Published:** 2010-05-26

**Authors:** Nicole Verhofstad, Jeroen LA Pennings, Conny ThM van Oostrom, Jan van Benthem, Frederik J van Schooten, Harry van Steeg, Roger WL Godschalk

## Abstract

**Background:**

Benzo [a]pyrene (B[a]P) exposure induces DNA adducts at all stages of spermatogenesis and in testis, and removal of these lesions is less efficient in nucleotide excision repair deficient *Xpc*^-/- ^mice than in wild type mice. In this study, we investigated by using microarray technology whether compromised DNA repair in *Xpc*^-/- ^mice may lead to a transcriptional reaction of the testis to cope with increased levels of B[a]P induced DNA damage.

**Results:**

Two-Way ANOVA revealed only 4 genes differentially expressed between wild type and *Xpc*^-/- ^mice, and 984 genes between testes of B[a]P treated and untreated mice irrespective of the mouse genotype. However, the level in which these B[a]P regulated genes are expressed differs between Wt and *Xpc*^-/- ^mice (p = 0.000000141), and were predominantly involved in the regulation of cell cycle, translation, chromatin structure and spermatogenesis, indicating a general stress response. In addition, analysis of cell cycle phase dependent gene expression revealed that expression of genes involved in G1-S and G2-M phase arrest was increased after B[a]P exposure in both genotypes. A slightly higher induction of average gene expression was observed at the G2-M checkpoint in *Xpc*^-/- ^mice, but this did not reach statistical significance (P = 0.086). Other processes that were expected to have changed by exposure, like apoptosis and DNA repair, were not found to be modulated at the level of gene expression.

**Conclusion:**

Gene expression in testis of untreated *Xpc*^-/- ^and wild type mice were very similar, with only 4 genes differentially expressed. Exposure to benzo(a)pyrene affected the expression of genes that are involved in cell cycle regulation in both genotypes, indicating that the presence of unrepaired DNA damage in testis blocks cell proliferation to protect DNA integrity in both DNA repair proficient and deficient animals.

## Background

Exposure to chemicals like benzo(a)pyrene (B[a]P) can lead to structural changes in DNA and as a consequence to the development of diseases with a genetic basis [1]. Changes in the DNA sequence can be induced by exposure to chemicals during life, but may also be inherited via mutations in the spermatogonial stem cells; in that way increasing the risk of developing abnormalities or diseases in the offspring [2,3]. The mutagenic potential of B[a]P in male germ cells, however, has still not been fully established. B[a]P related DNA damage was observed at all stages of spermatogenesis and in testis [4,5], but it is largely unknown how germ cells deal with DNA damage to protect their genetic material, and to prevent the accumulation of mutations in the germ line.

Spermatogenesis is carefully controlled to produce mature spermatozoa from spermatogonial stem cells in three major stages; the mitotic stage, the meiotic stage and the maturation stage. Germ cells are susceptible for the induction of mutations during mitotic and meiotic divisions, because cell turnover is a prerequisite for fixation of DNA damage into mutations. However, it is likely that several processes prevent the occurrence of gene mutations in male germ cells; for example, DNA damage can be removed by DNA repair mechanisms, of which nucleotide excision repair (NER) is considered to be the most relevant repair mechanism for bulky DNA adducts formed by reactive metabolites of B[a]P. Two NER mechanisms have been described: global genome repair (GGR) eliminates bulky DNA lesions in the entire genome, whereas transcription coupled repair (TCR) specifically removes lesions that block RNA synthesis [6]. In a previous study, we observed that GGR/NER plays an important role in the removal of B[a]P induced DNA adducts in the testis, especially in the first week after exposure [5]. B[a]P induced DNA adduct levels in the testis were significantly different between Wt and *Xpc*^-/- ^mice, especially at 4 days after a single exposure to B[a]P (0.69 ± 0.16 and 1.84 ± 0.70 adducts per 10^8 ^nucleotides in Wt and *Xpc*^-/- ^mice, respectively). Therefore, in an attempt to reveal the responses in the testis to this damage, we investigated by using microarrays the changes in gene expression induced by B[a]P in testis from Wt and *Xpc*^-/- ^male mice, 4 days after exposure to B[a]P. Since *Xpc*^-/- ^mice lack one of the most important protective mechanisms against B[a]P induced DNA damage, we expected a different (adaptive) transcriptional response in these mice as compared to their Wt counterparts.

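Testis RNA from 20 male mice was measured on Agilent 22K Mouse microarrays, with 5 mice in each of 4 groups. Wt and Xpc-/- mice received a single dose of 13 mg/kg bw B[a]P by gavage or the sunflower oil vehicle, and testes were taken 4 days later. B[a]P is a polycyclic aromatic hydrocarbon whose diol epoxide metabolite binds DNA, and Xpc encodes the protein that recognises such damage in global genome nucleotide excision repair. Each array carried 1 testis sample labelled with Cy5, and a pool of RNA from 3 unexposed Wt mice labelled with Cy3 served as the common reference. The authors took the natural logarithm of the spot signals, quantile normalized all scans, corrected each sample spot for its reference spot and averaged replicate spots. The deposited values keep a signal level, with a median per array between 5.23 and 5.24 on the natural log scale. They were divided by the natural logarithm of 2, so that all changes are log2 values, and no probe was filtered out. Of the 20868 probes, 18303 carry 1 gene symbol and 2565 carry none. Arrays of the same group correlated at 0.964 to 0.994. The number of arrays limits the precision of each value. A linear model with a mean for each of the 4 groups was fitted to every probe with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probes. The arrays of Xpc-/- control 1 and Xpc-/- control 2 stood apart from the other 18, with scores of 38.4 and 40.5 on the first principal component (24.5% of the variance) against -18.7 to 8.10. For the sperm proteins Prm1, Prm2 and Tnp1 and for Pebp1, the values moved together across the arrays within 0.02 on the natural log scale, near the top of the signal range, so their changes cannot be read from these arrays.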

## Results

### Gene expression profiling

Two-way ANOVA revealed 984 regulated genes that were differentially expressed between treated and untreated mice (FDR 5%), of which 638 genes were increased and 346 genes were decreased by B[a]P exposure. 

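Many probes differed by small amounts between exposed and control mice, in the same direction in Wt and in Xpc-/- mice. Whether they show changes in the level of all RNA of a gene stays open, since other probes often did not share them. At an adjusted p under 0.05 from limma, 744 probes rose and 442 fell (10 exposed against 10 control mice), which stand for 695 and 405 named genes. An ordinary two-way analysis of variance per probe gave 638 and 346, the paper's counts. The median ratio of exposed to control mice was 1.27 among the probes that rose and 0.802 among those that fell. A change of more than 1.5-fold was reached by 14 of the rising probes and 1 of the falling ones. The largest rise was that of Klk1b11, a kallikrein-related peptidase, with a log2 change of 0.96 (standard error 0.15, adjusted p = 0.000207). It was followed by the ETS transcription factor Elf2 at 0.74 (adjusted p = 0.000131), the glutathione transferase Gstm2 at 0.71 (0.00232) and the RNA-binding splicing regulator Hnrnpf at 0.67 (7.86e-06). The phosphatase gene Phospho2 and the ephrin ligand Efnb1 each rose by 0.67, the ubiquitin ligase Dzip3 by 0.65, and the chromatin remodelling ATPase Smarca2, the sperm surface gene Adam1b and the kallikrein-related Klk1b27 each by 0.63. Among the falls, Pisd-ps3, a pseudogene of Pisd, changed by -0.65 (standard error 0.14, adjusted p = 0.0062), Fancd2os by -0.53, the cAMP phosphodiesterase Pde4a by -0.51, and Crybg3 and Asb17 by -0.50 each. The quinone reductase Nqo2 and the deubiquitinating enzyme Usp20 changed by -0.49 each, Pisd, the mitochondrial phosphatidylserine decarboxylase, and Oit1 by -0.48 each, and the beta-tubulin Tubb6 by -0.47. Calls depended on the signal level, with 12, 48, 288 and 838 called probes in 4 equal bins of probes from the dimmest to the brightest. Without the array of Wt control 4 the count was 763, and without Xpc-/- control 1 and 2, an alternative added after seeing the data, it was 2401 (1174 up and 1227 down). In 73 pairs of a called probe and another probe of the same gene (64 genes, both probes in the brighter part of the range), the other probe had the same sign in 30 pairs and the opposite sign in 43, and Smarca2 and Pisd-ps3 are among those with a second probe of opposite sign.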

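Among the genes with the largest rises, 4 correlated within groups with the content of transcripts of Leydig cells, the steroid-producing cells between the tubules, and less so in rank correlations and without the farthest mice. The average of 18 Leydig cell markers varied widely among Wt control mice, from -0.53 in mouse 5 and -0.50 in mouse 4 to 0.74 in mouse 3 (log2, relative to the Wt control mean). Elsewhere the spread was narrower: 0.14 to 0.36 in exposed Wt, -0.04 to 0.27 in Xpc-/- control and 0.01 to 0.32 in exposed Xpc-/- mice. Within groups, over 20 mice, Klk1b11 correlated with this average at r = 0.94 (permutation p = 0.00071, adjusted over the 10 genes tested 0.0071) and rho = 0.73 (permutation p = 0.00629, adjusted 0.0629). Without Wt control 3 and 5, the 2 mice farthest from the median of the markers, r was 0.84. Gstm2 had r = 0.92 (adjusted permutation p = 0.0158), Efnb1 r = 0.84 (0.0179) and Klk1b27 r = 0.81 (0.0116), and these were 0.78, 0.61 and 0.71 without those 2 mice. Their rho of 0.62, 0.55 and 0.68 did not pass after adjustment (adjusted permutation p = 0.104, 0.134 and 0.0761). Without Wt control 4 as well, r was 0.66 for Klk1b11, 0.48 for Gstm2, 0.32 for Efnb1 and 0.55 for Klk1b27. Of the 18 Leydig markers themselves, 0 passed limma after B[a]P over all probes, 0 when adjusted over the list alone and 0 by the ordinary two-way analysis. At an unadjusted p under 0.05 there were 2, and 1 rose without Xpc-/- control 1 and 2. The marker average was higher in exposed than in control mice by 0.227 in Wt (exact permutation p = 0.302) and by 0.036 in Xpc-/- mice (0.675). Its SD among Wt control mice was 0.53, so a change in Leydig cell content is not settled. These tests on the average were chosen after the data were seen.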

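Few probes were called as different between Xpc-/- and Wt mice. In simulated data with noise independent between probes, limma recovered 31% of 200 probes changed by 0.3 (log2) for the genotype main effect. Among unexposed mice it recovered 1%, so differences of that size are likely to be missed. Over both treatments, 4 probes differed between the genotypes at an adjusted p under 0.05 from limma. Snrnp27 (2610209M04Rik), a protein of the spliceosomal small nuclear ribonucleoproteins, was higher in Xpc-/- mice, with a log2 difference of 0.69 (standard error 0.08, adjusted p = 2.56e-05). Lower were Xpc itself at -0.70 (standard error 0.09, adjusted p = 0.000298), Nat8f2 (Cml2) at -0.53 (0.08, 0.000902) and its relative Nat8f4 at -0.51 (0.09, 0.00806), both of the family of N-acetyltransferase 8 genes. In M1ap (D6Mm5e), a gene of male meiosis, the difference was -0.33 (standard error 0.07, adjusted p = 0.0947). An ordinary two-way analysis of variance per probe also called 4 probes for the genotype factor, which were Snrnp27, Xpc, Nat8f2 and M1ap (adjusted p = 0.00839), of which 3 were shared with limma. Among unexposed mice alone, limma called 0 probes (926 at an unadjusted p under 0.05, smallest adjusted p 0.123), and the ordinary two-way analysis also gave 0. The differences there were 0.62 for Snrnp27, -0.67 for Xpc, -0.55 for Nat8f2 and -0.25 for M1ap. Without the arrays of Xpc-/- control 1 and 2, 3 probes passed among unexposed mice, for Nat8f4, Nagk and Wdfy1, the last 2 chosen after their values were seen, and 6 passed over both treatments. Leaving out Xpc-/- B[a]P mouse 5 gave 1 probe among unexposed mice, and leaving out Xpc-/- control 2 gave 7 over both treatments.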

Only 4 genes (*Xpc*, *Cml2*, *D6Mm5e *and 2610209M04Rik) were differentially expressed between unexposed Wt and unexposed *Xpc*^-/- ^mice (FDR 5%), and they are all located at the same site of chromosome 6. Of these 4 genes, *Xpc*, *Cml2 *and *D6Mm5e *were decreased in expression in *Xpc*^-/- ^mice as compared to the Wt mice, with higher gene expression levels of *Cml2 *and *D6Mm5e *than the very low levels of *Xpc*. On the other hand, 2610209M04Rik was increased in *Xpc*^-/- ^mice. This confirms the absence of a functional *Xpc *gene in the *Xpc*^-/- ^genotype, and shows that closely linked genes have significantly altered expression patterns. 

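On the log2 scale of the reference-corrected signal, Xpc was at 7.39 ± 0.20 (SD, n = 5) in Wt control mice and 6.72 ± 0.29 (SD, n = 5) in Xpc-/- control mice, and at 7.29 ± 0.20 and 6.56 ± 0.21 in exposed Wt and Xpc-/- mice. The values in Xpc-/- mice fall in the range of the dimmest of 4 equal bins of probes, 6.36 to 6.91. Nat8f2, of the N-acetyltransferase 8 family, was at 8.80 ± 0.10 (SD, n = 5) in Wt control and 8.25 ± 0.14 in Xpc-/- control mice, and M1ap, which acts in male meiosis, at 10.95 ± 0.08 and 10.70 ± 0.16. After exposure these were 9.01 ± 0.18 and 8.49 ± 0.20 for Nat8f2 and 10.96 ± 0.05 and 10.55 ± 0.06 for M1ap. The genotype difference of each gene was thus larger than the SD of either group.

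**Figure D1:**
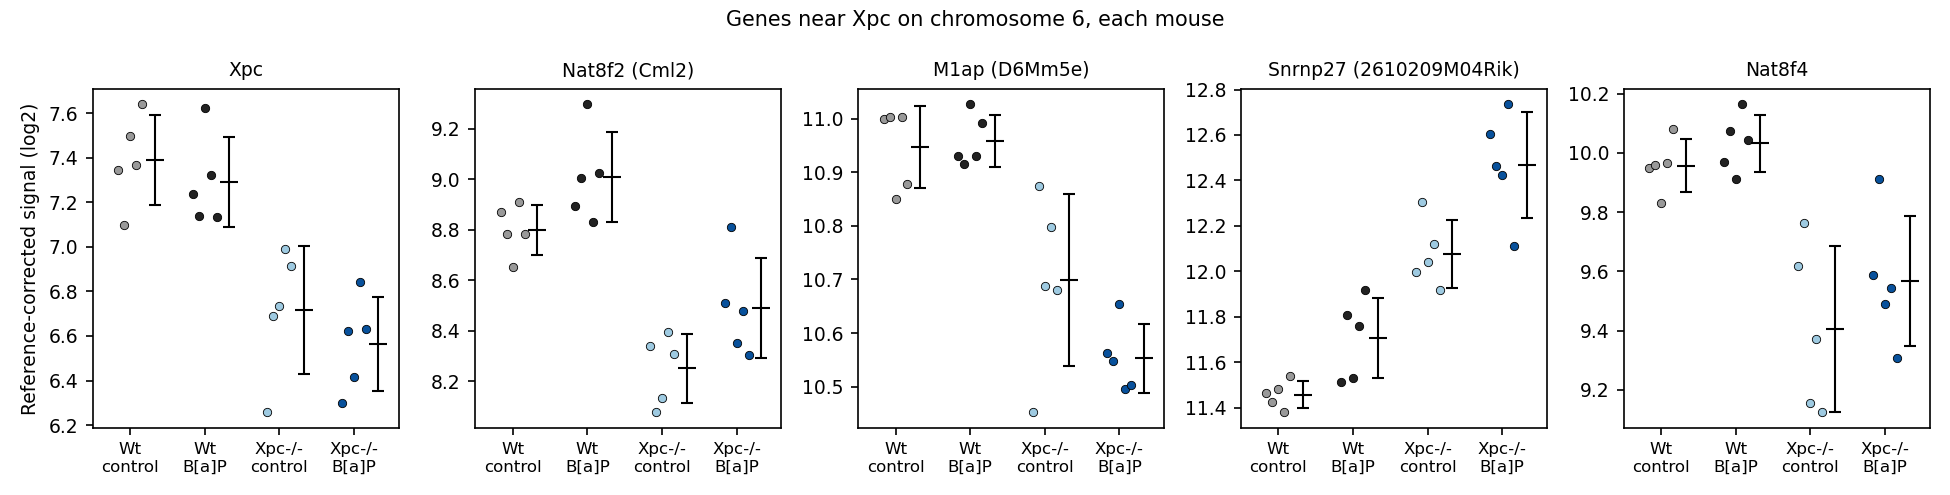
Reference-corrected signal (log2) of Xpc, Nat8f2 (Cml2), M1ap (D6Mm5e), Snrnp27 (2610209M04Rik) and Nat8f4 in the 4 groups, each panel with its own vertical axis; points are the 5 mice of a group and bars the mean ± SD. In both treatments the means of Xpc, Nat8f2, M1ap and Nat8f4 lie lower in Xpc-/- than in Wt mice and that of Snrnp27 lies higher.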

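Snrnp27 (2610209M04Rik) was at 11.46 ± 0.06 (SD, n = 5) in Wt control and 12.08 ± 0.15 in Xpc-/- control mice on the log2 scale, and at 11.71 ± 0.18 and 12.47 ± 0.23 after exposure. It is also among the genes that rose after B[a]P over both genotypes (log2 change 0.32, adjusted p = 0.0141), so its highest level was that of exposed Xpc-/- mice.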

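Apart from Xpc, limma called 3 genes for the genotype main effect, Snrnp27, Nat8f2 and Nat8f4, and all 3 are neighbours of Xpc on chromosome 6. They are 3 of the 217 measured genes within 20 Mb of Xpc in the mouse assembly GRCm38.p6, used here only to find neighbours because the files name no genome build, against 0 of 16648 genes elsewhere (Fisher's exact test, p = 2.1e-06). The paper had already placed its genotype genes there from the same arrays, so this p is not independent evidence. The test also counts the relatives Nat8f2 and Nat8f4 as separate genes. The ordinary two-way analysis also gave 3 and 0, with M1ap in place of Nat8f4, and 1366 of all probes had an unadjusted p under 0.05 in limma. Wdfy1, which lies on chromosome 1, was called as well without Xpc-/- control 2 or without Xpc-/- B[a]P 5. Where the Xpc probe lies relative to the targeted exons is not given in the sources used here, so it stays open whether its signal measures functional Xpc transcript.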

Finally, our results show that there is only a modest difference between the gene expression patterns in testis of B[a]P treated Wt and *Xpc*^-/- ^mice. Nonetheless, a paired T-test showed that the level in which these B[a]P regulated genes are expressed differs between Wt and *Xpc*^-/- ^mice (p = 0.000000141). 

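Few probes separated the exposed groups, and the probes called for B[a]P moved in the same direction in both genotypes. For the 1186 probes of the main effect this is favoured by their choice on the average of the genotypes. Of the 145 probes called in Wt mice, 145 had the same sign in Xpc-/- mice, and of the 135 called in Xpc-/- mice, 130 had the same sign in Wt mice. Between exposed Xpc-/- and exposed Wt mice 1 probe passed limma at an adjusted p under 0.05, that of Snrnp27 (log2 difference 0.76, adjusted p = 0.00375), and Xpc itself had -0.73 (adjusted p = 0.0656). Leaving out Xpc-/- control 1, Xpc-/- B[a]P mouse 3 or Xpc-/- B[a]P mouse 4 gave 2 probes, and leaving out both arrays that stood apart gave 3, for Snrnp27, Xpc and Pde1c, the last chosen after its values were seen. For the interaction, which tests whether the effect of B[a]P differs between the genotypes, limma called 0 probes (649 at an unadjusted p under 0.05, smallest adjusted p 0.999), and the ordinary two-way analysis gave 0 as well. Without the array of Xpc-/- B[a]P mouse 3 this count was 1. The 3 probes with the smallest interaction p, none of which passed, were those of the X-linked gene Xlr5c (ratio of exposed to control mice 0.88 in Wt and 1.43 in Xpc-/-), the dendritic cell receptor Clec9a (0.87 and 1.23) and Cnot9, a subunit of the CCR4-NOT deadenylase (1.19 and 0.82). In simulated data with noise independent between probes, interactions of 0.5 on the log2 scale were recovered in 0% of 200 changed probes. Interactions of 1 were recovered in 87.5%, so limma is likely to miss differences of 0.5 or smaller. Across all probes, which are not independent replicates, the effects in the genotypes correlated at r = 0.499 and rho = 0.439. Within 4 equal bins of signal level, r was 0.0724 in the dimmest and 0.748 in the brightest.

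**Figure D2:**
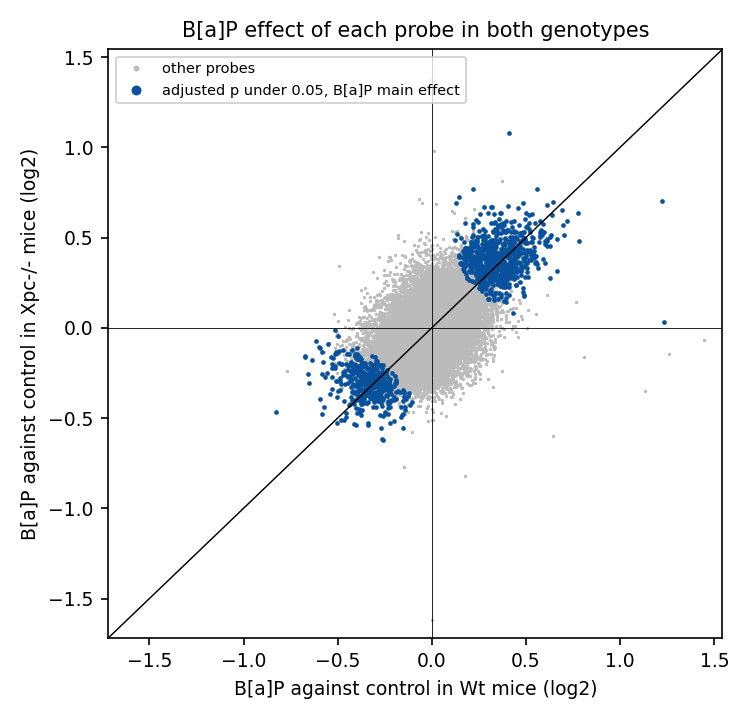
Effect of B[a]P in Wt mice (horizontal axis, log2) and in Xpc-/- mice (vertical axis, log2) for every probe, with the line of equal effects; blue points are the 1186 probes at an adjusted p under 0.05 for the B[a]P main effect and grey points the others. The blue points lie in the lower left and upper right quadrants along the line.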

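The size of the response of the B[a]P-regulated genes did not differ between the genotypes beyond the spread between mice. Averaged over the 1186 regulated probes, each signed by its direction, the response was 0.348 (standard error 0.040) in Wt and 0.360 (0.042) in Xpc-/- mice on the log2 scale. The difference of 0.0117 gave a two-sided exact permutation p of 0.838, with the genotype labels of the mice permuted within each treatment. This test compares the size of the response. In simulated data with a difference of 3 SD between mice it gave p under 0.05 in 72.5% of 200 draws, so smaller differences can be missed. A shift of rises and falls together toward higher ratios was not tested over mice. Of the 1186 probes, 646 responded more in Xpc-/- mice. The 744 probes that rose averaged 0.349 in Wt and 0.390 in Xpc-/- mice (exact p = 0.540), and the 442 that fell averaged 0.346 and 0.309 in their direction (exact p = 0.573). The sign of the difference followed the choice of probes: it was -0.150 (exact p = 0.0335) over the 145 probes called in Wt mice and 0.144 (exact p = 0.0662) over the 135 called in Xpc-/- mice, a choice that favours the genotype it is made in and was added after seeing the data.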

The clustering of the combined hits is presented in Figure 1.

**Figure 1:**
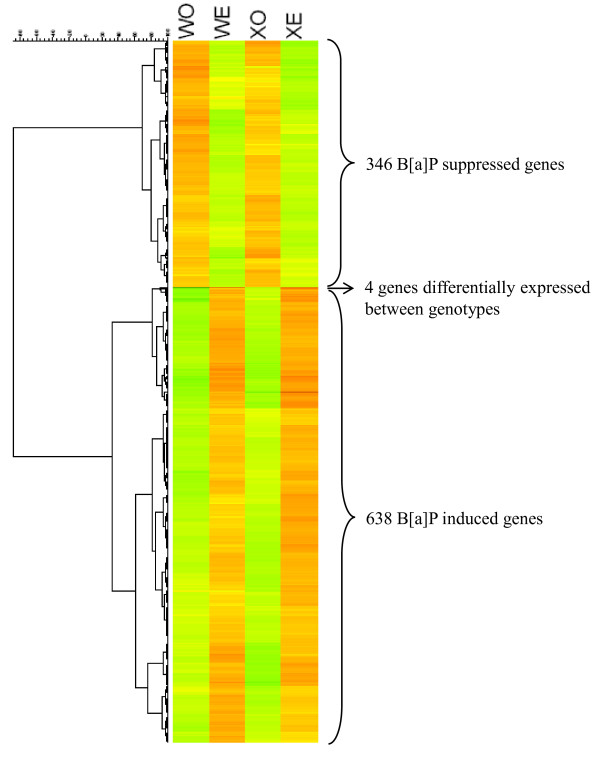
**Cluster analysis of differentially expressed genes**. Differentially expressed genes were clustered based on Euclidian Distance and Ward linkage using GeneMaths. WO, Wt control. WE, Wt exposed. XO, *Xpc*^-/- ^control. XE, *Xpc*^-/- ^exposed.

### Analysis of pathway regulation

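Genes of mitosis were among the transcripts that rose after B[a]P. Of 53 genes of a G2-M list fixed before the data were examined, 11 rose and 3 fell at an adjusted p under 0.05 (13 and 6 when adjusted over the list alone). They include Kif20a, a kinesin needed for cytokinesis (log2 change 0.56, adjusted p = 9.99e-05), Fzr1, an activator of the anaphase-promoting complex (0.50, 0.000154), the kinetochore protein Cenpf (0.48, 0.000808) and the cyclin-dependent kinase subunit Cks2 (0.40, 0.000804). That is 20.8% of the list against 4.02% of all 16966 named genes (Fisher's exact test over genes, adjusted p = 0.000213 over 32 lists). Most of its rises, among them Kif20a, Fzr1, Cks2, Cit and Ect2, and all 3 of its falls are genes of Tables 2 and 3. As those tables were chosen on these samples, neither this share nor the next test is independent evidence. Within 4 bins of signal level 4.18 rises were expected, and the exact test gave p = 0.00208 (adjusted p = 0.0664). The list as a whole did not shift, with a median log2 change of 0.00 and an adjusted p = 0.424 from camera (adjusted p = 0.944 with an estimated correlation). Camera called 0 of the 32 lists for the B[a]P main effect, also with an estimated correlation (smallest adjusted p 0.747). The average of the list was lower in Xpc-/- control 1 (-0.130) and 2 (-0.202) than in every other mouse (log2, relative to the Wt control mean), and without these arrays 12 of its genes rose and 9 fell.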

The list of the 638 genes that were induced by B[a]P suggested, by using DAVID/EASE, a significant enrichment for several Gene Ontology (GO) biological processes and Swiss-Prot_Protein Information Resource (SP_PIR) terms, such as 'cell division' (p = 0.000000082), 'mitosis' (p = 0.00000037), 'chromosome segregation' (p = 0.000085) and 'spermatogenesis' (p = 0.00024) (Additional file 1). The 346 genes that were down regulated by B[a]P exposure also showed an enrichment for several pathways, including 'oxidative phosphorylation' (p = 0.0011) (Additional file 2). In addition, two GO terms for the cellular components mitochondrial part (p = 0.001) and mitochondrion (p = 0.0011), were enriched among B[a]P suppressed genes, which is in line with the inhibition of the oxidative phosphorylation process.

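Subunits of the respiratory chain and ATP synthase changed in both directions. Of 82 nuclear genes of oxidative phosphorylation, 4 rose and 7 fell (5 and 9 when adjusted over the list alone). Falls included the complex I subunits Ndufa9 (log2 change -0.46, adjusted p = 0.000701) and Ndufa10 (-0.36, 0.00343), and rises the ATP synthase subunits Atp5l (0.52, 0.00134) and Atp5j2 (0.48, 0.000612). The falls make up 8.54% of the list against 2.34% of all named genes (Fisher's exact test, adjusted p = 0.0491). With the signal level taken into account 4.11 falls were expected, and the exact test gave p = 0.191. Camera gave an adjusted p = 0.747 for the list. The list average was -0.123 in Xpc-/- control 1 and -0.177 in Xpc-/- control 2, lower than in every other mouse, and 7 genes rose and 13 fell without these arrays.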

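Among 75 genes of the mitochondrial ribosome, 2 rose and 6 fell (5 and 8 when adjusted over the list alone). Mrps12, of the small subunit, had the largest rise of the list at 0.52 (adjusted p = 0.000138), and Mrpl43, of the large subunit, rose by 0.47. The large subunit genes Mrpl10 and Mrpl53 changed by -0.35 and -0.29. The share of falls was 8% (Fisher's exact test, adjusted p = 0.0874), with 2.97 expected at the list's signal level, and camera gave an adjusted p = 0.549. Of its genes, 3 rose and 9 fell without Xpc-/- control 1 and 2.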

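Genes of cell division, protein synthesis, chromatin and sperm development all held more changed members than expected from the share of 6.36% among all named genes, before signal level was taken into account. Fisher's exact test over genes gave an adjusted p under 0.05 for 7 of 32 lists, with 16 changed genes for the cytosolic ribosome (adjusted p = 9.75e-05), 9 for round spermatids (0.0013), 9 for chromatin remodelling (0.00259), 6 for elongating spermatids (0.042) and 7 for splicing (0.042) next to the G2-M and chaperone lists. Tested within 4 bins of signal level, none of the lists passed (smallest adjusted p 0.117, that of the G2-M list). Of 37 chromatin remodelling genes, 7 rose and 2 fell (10 and 4 when adjusted over the list alone), with rises of the SWI/SNF subunits Smarcd2 (log2 change 0.44) and Smarcb1 (0.38) and a fall of Arid2 (-0.42). Of 70 genes of the cytosolic ribosome, 11 rose and 5 fell (14 and 11 when adjusted over the list alone), with Rpl7 and Rpl13a at 0.56, Rpl5 at 0.44 and Rpl15 at 0.40. Of 38 splicing genes, 6 rose and 1 fell (7 and 3 when adjusted over the list alone), among them Srrm2 at 0.44 and Snrpb2 at 0.37. Xpc-/- control 1 and 2 had the lowest averages of all mice for the cytosolic ribosome (-0.263 and -0.227) and splicing lists (-0.135 and -0.193). Without these arrays 9 chromatin remodelling genes rose and 4 fell, 12 and 17 of the cytosolic ribosome, and 6 and 4 of splicing.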

The combined list of B[a]P (both up and down) regulated genes showed an enrichment of 110 GO and SP_PIR terms (Additional file 3), including cell cycle, translation, chromatin structure and spermatogenesis, which we already found to be enriched among the up regulated genes only. Therefore, we used these 4 processes to further select genes and to subsequently compare the two genotypes regarding their gene expression ratios between B[a]P treated *vs*. control groups. An overview of the gene expression ratio distribution is given in Table 1. 46 differentially regulated genes were involved in the cell cycle (Table 2), of which 20 genes were induced to a higher extent in *Xpc*^-/- ^mice, whereas only 12 of these genes were expressed to a higher extent in Wt mice. 

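Cell cycle genes of Table 2 rose on average in both genotypes, by similar amounts, and 14 of them fell. Of its genes 42 have a probe of the same name, and all of them passed limma, with 28 that rose and 14 that fell. Their average log2 change was 0.14 in Wt and 0.17 in Xpc-/- mice. As the table was chosen on these samples, its direction is not independent evidence. Besides Kif20a and Fzr1, the smallest p-values were those of Hells, a chromatin remodelling helicase (0.53, adjusted p = 0.000312), and Rbm5, an RNA-binding splicing regulator (0.45, 0.000324). Of the genes that rose, 19 had the larger ratio in Xpc-/- and 9 in Wt mice. Of the 42 genes 1 had an unadjusted interaction p under 0.05, the cytoskeletal linker Macf1 (ratios 1.16 in Wt and 1.49 in Xpc-/- mice), chosen after its values were seen, and it did not pass after adjustment. When Xpc-/- control 1 and 2 were left out, 27 of them rose and 12 fell.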

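The 14 cell cycle genes that fell include Brca2, which acts in repair by homologous recombination (log2 change -0.43, adjusted p = 0.00698), and the beta-tubulin Tubb6. The fall was larger in Wt mice for 8 of these 14 genes and in Xpc-/- mice for 6.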

Regarding the genes that were inhibited in their expression, 6 genes were more suppressed in *Xpc*^-/- ^mice, and 8 genes in Wt mice as compared to animals of the other genotype. In addition, we found 37 genes that are involved in the chromatin structure (Additional file 4), of which 20 genes were more induced in *Xpc*^-/- ^mice, and 8 genes in Wt mice. 

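Chromatin genes of Additional file 4 mostly rose. Of 34 genes with a probe of the same name, 24 rose, 8 fell and 2 did not pass limma, in a list that was chosen on these samples and so is not independent evidence. The linker histones H1f1 (log2 change 0.50, adjusted p = 0.0016) and H1f4 (0.32, 0.0111), the nucleosome-binding protein Hmgn1 (0.44, 0.000662) and the chaperonin subunit Tcp1 (0.52, 5.96e-05) rose, as did Smarca2 and Hells. Averages were 0.19 in Wt and 0.24 in Xpc-/- mice. In the 33 genes matched by their ratios, ratios above 1 were higher in Xpc-/- mice for 18 and in Wt mice for 7, and 0 of the 33 had an unadjusted interaction p under 0.05.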

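Hils1, a linker histone of spermatids, was among the chromatin genes that fell (log2 change -0.29, adjusted p = 0.032). Of the 8 falls, 7 were larger in Wt mice and 1 in Xpc-/- mice, and limma called none of these genes for a difference of the B[a]P effects.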

Only 8 chromatin structure related genes were more suppressed in Wt mice, as compared to 1 gene in *Xpc*^-/- ^mice. Among the spermatogenesis related genes (Additional file 5), we only found differences between Wt and *Xpc*^-/- ^animals among the B[a]P suppressed genes; 9 genes were more suppressed in Wt mice compared to 1 gene in *Xpc*^-/- ^mice as compared to animals of the other genotype. 

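Genes of sperm development moved in both directions. Of 28 genes of Additional file 5 with a probe of the same name, 17 rose, 7 fell and 4 did not pass limma (not independent evidence, since the list was chosen on these samples). Rises included Gpx4, the selenoprotein of sperm mitochondria (log2 change 0.49, adjusted p = 0.000312), and Nr0b1, an orphan nuclear receptor of Sertoli and Leydig cells (0.45, 0.00588). Falls included the sperm surface gene Adam18 (-0.39, 0.00431), the sperm calcium channel subunit Catsper4 (-0.33, 0.00964) and Osbpl1a (-0.44, 0.00107). Ratios above 1 were higher in Xpc-/- mice for 12 genes and in Wt mice for 9, and ratios below 1 were lower in Wt mice for 7 and in Xpc-/- mice for 0, whether or not the gene passed. An unadjusted interaction p under 0.05 was found for 0 of the 28. Leaving out Xpc-/- control 1 and 2 gave 15 rises and 7 falls.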

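Marker lists of the germ cell stages, fixed before the data were examined, held both rises and falls, and none passed camera. Of 32 genes of round spermatids 4 rose and 5 fell (6 and 6 when adjusted over the list alone), with Adam2 at 0.35 (adjusted p = 0.00548) next to Adam1b among the rises. Of 29 genes of elongating spermatids 3 rose and 3 fell (4 and 3 when adjusted over the list alone), with the fibrous sheath protein Akap3 at 0.39, the antizyme Oaz3 at 0.38 and Gsg1 at -0.30. Of 34 genes of spermatocytes 2 rose and 3 fell (2 and 3 when adjusted over the list alone), among them the synaptonemal complex proteins Sycp3 (0.40, adjusted p = 0.00409) and Sycp2 (0.38, 0.0137), the intercellular bridge gene Tex14 (-0.34) and the meiotic transcription factor Mybl1 (-0.33). A second probe of Sycp2 had the opposite sign. Of 19 genes of spermatogonia 0 rose and 0 fell by limma, when adjusted over the list alone and by the ordinary two-way analysis, and 2 had an unadjusted p under 0.05. The spermatocyte list averaged -0.137 in Xpc-/- control 1 and -0.200 in Xpc-/- control 2, below every other mouse, and without these arrays 2 of its genes rose and 3 fell, against 4 and 10 of round spermatids, 6 and 4 of elongating spermatids and 0 and 1 of spermatogonia.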

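Kif20a, Fzr1, Hells and Cks2, mitotic and chromatin genes called for a rise over both genotypes, had ratios above 1 in each genotype. Their choice on the average of the genotypes favours this, and all 744 called probes that rose did the same. The ratio of exposed to control mice was 1.54 in Wt and 1.41 in Xpc-/- mice for Kif20a, 1.44 and 1.39 for Fzr1, 1.43 and 1.46 for Hells and 1.29 and 1.36 for Cks2. None of these genes passed limma for a difference of the B[a]P effects.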

Taken together, these results indicate that gene expression differences between Wt and *Xpc*^-/- ^mice are small, and that the induction of genes involved in cell division regulating processes was stronger in *Xpc*^-/- ^than in Wt mice. We did not find relevant differences in average gene expression ratios between *Xpc*^-/- ^and Wt mice among translation related genes, that are given in Additional file 6.

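Translation genes of Additional file 6 averaged a log2 change of 0.14 in Wt and 0.17 in Xpc-/- mice. Of 52 genes with a probe of the same name, 31 rose, 14 fell and 7 did not pass limma (not independent evidence). Pcbp2, an RNA-binding protein of translational control, rose by 0.57 (adjusted p = 8.97e-05) next to Rpl7, Hnrnpf and Mrps12. In the 51 genes matched by their ratios, ratios above 1 were higher in Xpc-/- mice for 19 and in Wt mice for 16, ratios below 1 were lower in Xpc-/- mice for 10 and in Wt mice for 6, and 0 had an unadjusted interaction p under 0.05. Leaving out Xpc-/- control 1 and 2 gave 31 rises and 13 falls.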

**Table 1:** Comparison of gene expression ratios.

Pathway	Total # genes	Uw	Ux	Dw	Dx
Cell cycle	46	12	20	8	6
Chromatin structure	37	8	20	8	1
Translation	59	18	22	7	12
Spermatogenesis	32	10	12	9	1

Average gene expression ratios for genes involved in significantly regulated pathways are compared between Wt and *Xpc*^-/- ^mice. The table shows the number of genes that are up or down regulated to a higher extent after B[a]P exposure in either genotype.

Uw, up regulated to a higher extent in Wt mice. Ux, up regulated to a higher extent in *Xpc*^-/- ^mice. Dw, down regulated to a greater extent in Wt mice. Dx, down regulated to a greater extent in *Xpc*^-/- ^mice.

**Table 2:** Differentially regulated genes regarding the cell cycle process after B[a]P exposure.

Symbol	Gene Name	Wt	*Xpc*^-/-^
Bin3	bridging integrator 3	1.13	1.31
Brca2	breast cancer 2	-1.35	-1.34
Brms1	breast cancer metastasis-suppressor 1	-1.18	-1.34
Calr	calreticulin	-1.26	-1.31
Ccnb2	cyclin B2	-1.24	-1.16
Ccng2	cyclin G2	1.23	1.32
Ccnk	cyclin K	1.21	1.23
Cdc25c	cell division cycle 25 homolog C (S. cerevisiae)	-1.09	-1.30
Cdc27	cell division cycle 27 homolog (S. cerevisiae)	1.41	1.31
Cdc42	cell division cycle 42 homolog (S. cerevisiae)	1.34	1.50
Cdca1	cell division cycle associated 1	1.24	1.50
Cdca5	cell division cycle associated 5	1.18	1.30
Cdca8	cell division cycle associated 8	-1.24	-1.11
Cdk5rap3	CDK5 regulatory subunit associated protein 3	-1.24	-1.23
Cetn1	centrin 1	1.46	1.31
Cit	citron	1.20	1.35
Cks2	CDC28 protein kinase regulatory subunit 2	1.29	1.36
Cul3	cullin 3	1.28	1.18
Dhcr24	24-dehydrocholesterol reductase	1.50	1.43
Dnajc2	DnaJ (Hsp40) homolog, subfamily C, member 2	-1.42	-1.23
Fzr1	fizzy/cell division cycle 20 related 1 (Drosophila)	1.44	1.39
Gspt1	G1 to S phase transition 1	1.37	1.31
Hells	helicase, lymphoid specific	1.43	1.46
Incenp	inner centromere protein	1.17	1.29
Kif20a	kinesin family member 20A	1.54	1.41
Macf1	microtubule-actin crosslinking factor 1	1.16	1.49
Mad2l2	MAD2 mitotic arrest deficient-like 2 (yeast)	1.19	1.27
Mphosph6	M phase phosphoprotein 6	1.30	1.26
Mtus1	mitochondrial tumor suppressor 1	-1.22	-1.19
Nasp	nuclear autoantigenic sperm protein (histone-binding)	1.34	1.38
Nek4	NIMA (never in mitosis gene a)-related expressed kinase 4	1.31	1.37
Pin1	protein (peptidyl-prolyl cis/trans isomerase) NIMA-interacting 1	1.31	1.26
Ppp3ca	protein phosphatase 3, catalytic subunit, alpha isoform	-1.19	-1.22
Pten	phosphatase and tensin homolog	1.32	1.31
Rad17	RAD17 homolog (S. pombe)	1.22	1.27
Ranbp1	RAN binding protein 1	-1.24	-1.23
Rbm5	RNA binding motif protein 5	1.34	1.39
Sgol1	shugoshin-like 1 (S. pombe)	1.26	1.20
Smarcb1	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily b, member 1	1.27	1.33
Sycp3	synaptonemal complex protein 3	1.34	1.30
Tacc3	transforming, acidic coiled-coil containing protein 3	1.31	1.34
Tipin	timeless interacting protein	-1.22	-1.24
Trrap	transformation/transcription domain-associated protein	-1.26	-1.22
Tubb6	tubulin, beta 6	-1.33	-1.44
Ube2i	ubiquitin-conjugating enzyme E2I	1.17	1.30
Zw10	ZW10 homolog (Drosophila), centromere/kinetochore protein	1.23	1.30

46 differentially regulated genes regarding the cell cycle process. Results are presented as average gene expression ratios between exposed and control samples.

Among the 110 GO and SP_PIR terms that were obtained from the combined list of B[a]P (both up and down) regulated genes, we again found a few mitochondria related terms, such as the cellular components 'mitochondrial part', 'mitochondrial envelope' and 'mitochondrial membrane', and the SP_PIR Keyword 'mitochondrion'. Furthermore, we found the SP_PIR keyword 'chaperone', which involves genes that are known to be activated during a stress response.

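Chaperone genes were among those that rose. Of 43 genes of chaperones and heat shock proteins 7 rose and 3 fell (10 and 6 when adjusted over the list alone). The rises include the HSP70 cochaperone Bag1 (log2 change 0.54, adjusted p = 5.44e-05), the chaperonin subunits Tcp1 and Cct3 (0.40) and the mitochondrial HSP70 Hspa9 (0.43). The rises make up 16.3% of the list (Fisher's exact test, adjusted p = 0.0120), with 3.96 expected at its signal level (exact p = 0.109 within bins of level), and camera gave an adjusted p = 0.747. Xpc-/- control 1 and 2 had list averages of -0.118 and -0.201, the lowest of all mice, and without them 8 genes rose and 7 fell.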

### Cell cycle phase activity

The setwise average gene expression levels of cell cycle related gene sets were calculated for sets of genes related to specific cell cycle phases, in order to study cell cycle phase activity (Figure 2). The sets used were based on GO functional annotation for the complete cell cycle or genes found specifically expressed in a particular cell cycle phase, reported by both Bar-Joseph *et al*. [7] and Whitfield *et al*. [8]. Average gene expression levels of all cell cycle genes were lower in *Xpc*^-/- ^mice than in Wt mice (p = 0.024) in the absence of exposure to B[a]P. However, after B[a]P exposure gene expression levels of the same cell cycle related genes were increased to comparable levels in both genotypes. 

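The average level of the Table 2 genes rose in both genotypes and did not differ between unexposed Wt and Xpc-/- mice beyond the spread between mice. Relative to Wt control mice at 1 ± 0.0064 (SD, n = 5), it was 0.990 ± 0.019 in Xpc-/- control mice (two-sided exact permutation p = 0.262). After B[a]P it was 1.12 ± 0.049 (SD, n = 5) in Wt and 1.14 ± 0.029 in Xpc-/- mice, and the exposed groups differed with an exact p of 0.651. The rises of 0.125 in Wt and 0.148 in Xpc-/- mice each had an exact p of 0.0079, the smallest that 5 mice against 5 allow (adjusted p = 0.0397). The difference between these rises was 0.0231 (exact p = 0.419). As the genes were chosen for their response in these mice, the rises are not independent evidence.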

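For 37 genes that rise at the G1 to S transition in dividing cells, a list fixed before the data were examined, the average stayed near the Wt control level in all groups. It was 0.994 ± 0.018 (SD, n = 5) in Xpc-/- control mice (exact permutation p = 0.627), 0.993 ± 0.018 in exposed Wt mice (exact p = 0.643) and 0.981 ± 0.043 in exposed Xpc-/- mice (exact p = 0.611). The B[a]P effects of the genotypes differed with an exact p of 0.835. The list holds the G1 cyclins and their kinases, the Mcm helicase subunits and genes of nucleotide synthesis. The genes that form the set of Figure 2 are not listed in the paper's text.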

When focusing on specific cell cycle phases, we observed that the average gene expression levels of genes within the cell cycle transition between G1 and S was similar in Wt and *Xpc*^-/- ^control mice, and again increased after B[a]P exposure to equal levels (p = 0.937). On the other hand, the average level of expression of genes involved in the G2-M phase transition was initially lower in *Xpc*^-/- ^control mice compared to the Wt control mice, and gene expression levels were increased by B[a]P exposure to a higher extent in *Xpc*^-/- ^mice compared to the Wt mice. 

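The G2-M genes of Table 3 rose on average after B[a]P in both genotypes, and unexposed mice differed by less than their spread. A G2-M list fixed before the data were examined, which shares members with Table 3, did not pass after adjustment. The 17 genes of Table 3 with a probe of the same name averaged 0.981 ± 0.036 (SD, n = 5) in Xpc-/- control mice relative to Wt control mice at 1 ± 0.026 (exact permutation p = 0.341). They averaged 1.19 ± 0.053 in exposed Wt and 1.20 ± 0.044 in exposed Xpc-/- mice, rises of 0.186 and 0.215 with an exact p of 0.0079 each, in genes chosen for their response. In the list of 53 G2-M genes fixed before the data were examined, the averages were 0.976 ± 0.066 in Xpc-/- control, 1.05 ± 0.034 in exposed Wt and 1.02 ± 0.043 in exposed Xpc-/- mice. The rise in Wt mice had an exact p of 0.0476 (adjusted p = 0.190) and that in Xpc-/- mice an exact p of 0.198 (adjusted p = 0.661), and their difference an exact p of 0.935. Without Xpc-/- control 3, the exact p was 0.0317 for the rise in Xpc-/- mice and 0.0476 for the lower level of unexposed Xpc-/- mice, and the rise in Wt mice had an exact p of 0.0556 to 0.0952 without any of Wt control 2 to 5 or Wt B[a]P 2 to 5.

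**Figure D3:**
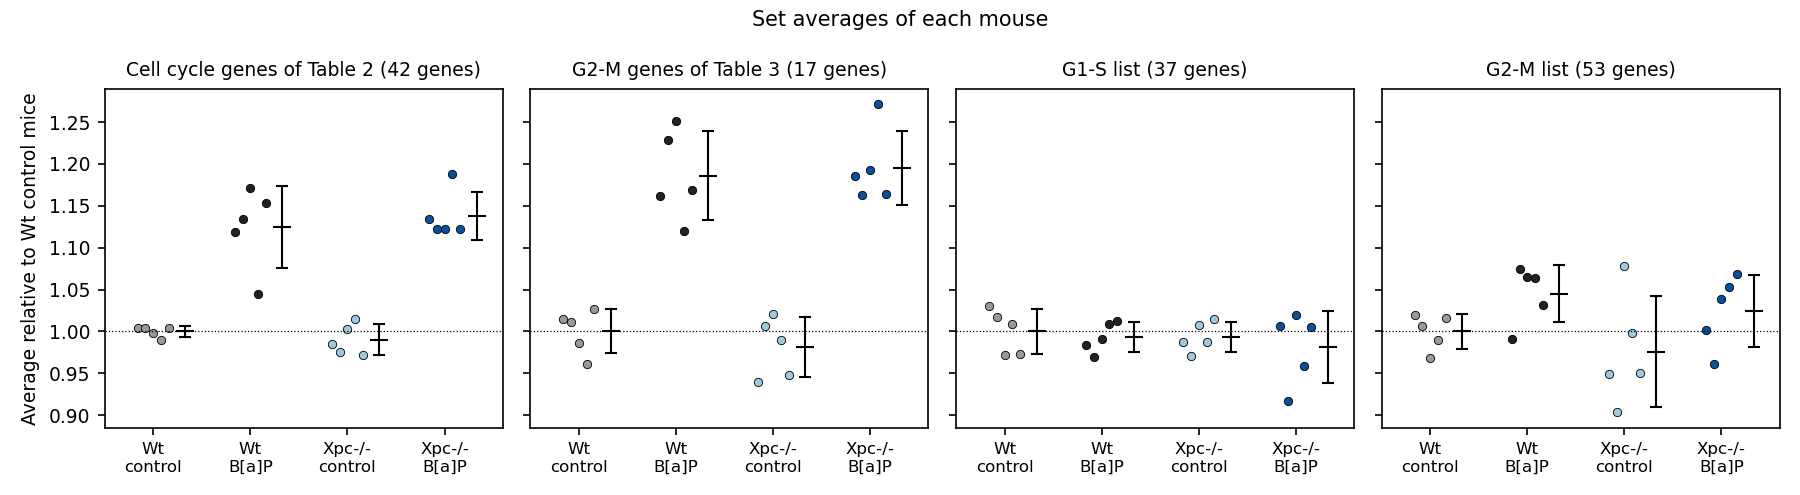
Average expression relative to Wt control mice for the cell cycle genes of Table 2 (42 genes), the G2-M genes of Table 3 (17), the G1-S list (37) and the G2-M list (53) in the 4 groups; points are the 5 mice of a group, bars the mean ± SD, and the dotted line marks 1. Exposed mice lie above control mice in the 2 sets from the tables, and the groups overlap in the 2 lists.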

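Kpna2, a nuclear import receptor (log2 change 0.41, adjusted p = 0.000937), Cdc42ep4, an effector of the GTPase Cdc42 (0.39, 0.00188), Ect2 and Cks2 were among the G2-M genes that rose, and of 17 such genes with a probe 14 rose and 3 fell (14 and 2 without Xpc-/- control 1 and 2). Taken over all 17, the B[a]P effect was larger in Xpc-/- mice by 0.0284 of the Wt control level, with an exact permutation p of 0.434 over mice. Across the genes, 10 of 17 were more induced in Xpc-/- mice. Genes of one set are not independent replicates.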

Table 3 shows the gene expression ratios of the 18 genes involved in the G2-M phase transition, indicating that 11 out of these 18 genes were more induced in *Xpc*^-/- ^mice after B[a]P exposure as compared to Wt mice (p = 0.086). Although these differences between Wt and *Xpc*^-/- ^mice are not significant, they are consistent since the majority of genes respond into the same direction, and represent an observed trend towards a more pronounced response to B[a]P in *Xpc*^-/- ^mice. Within the M-G1 phase, we observed a low impact of B[a]P exposure in both genotypes, as compared to the other cell cycle phases. Also within this cell cycle phase, the response to B[a]P was more pronounced in *Xpc*^-/- ^mice than in Wt mice, although this was based on the expression of 4 genes only (p = 0.300).

**Table 3:** Differentially regulated genes involved in G2-M phase transition.

Symbol	Gene Name	Wt	*Xpc*^-/-^
Arl4*	ADP-ribosylation factor-like 4	1.15	1.20
Asf1b*	ASF1 anti-silencing function 1 homolog B	1.24	1.25
Ccnb2	cyclin B2	-1.24	-1.16
Cdc25c	cell division cycle 25 homolog C (S. cerevisiae)	-1.09	-1.30
Cdc42ep4	CDC42 effector protein (Rho GTPase binding) 4	1.33	1.29
Cdca8	cell division cycle associated 8	-1.24	-1.11
Cit*	citron	1.20	1.35
Cks2*	CDC28 protein kinase regulatory subunit 2	1.29	1.36
Ect2*	ect2 oncogene	1.25	1.45
Got1	glutamate oxaloacetate transaminase 1, soluble	1.24	1.24
Gpsm2*	G-protein signalling modulator 2 (AGS3-like)	1.23	1.33
Kpna2	karyopherin (importin) alpha 2	1.35	1.30
Map3k6*	mitogen-activated protein kinase kinase kinase 6	1.25	1.35
Psip1*	PC4 and SFRS1 interacting protein 1	1.17	1.30
Rrm1*	ribonucleotide reductase M1	1.18	1.22
Tacc3*	transforming, acidic coiled-coil containing protein 3	1.31	1.34
Tdp1	tyrosyl-DNA phosphodiesterase 1	1.28	1.21
Tubd1*	tubulin, delta 1	1.26	1.30

Gene expression ratios are presented of 18 differentially regulated genes involved in G2 to M phase transition based on microarray results. These 18 genes, of which 3 were down regulated and 15 were up regulated after B[a]P exposure, showed a trend towards a more pronounced induction in *Xpc*^-/- ^mice as compared to Wt mice (p = 0.086). However, a less extensive down regulation is not the same as a greater induction. Therefore, an additional p-value was calculated for the 15 up regulated genes, showing that 11 (indicated with *) out of these 15 up regulated genes are more induced in *Xpc*^-/- ^than in Wt mice (p = 0.024).

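For the 14 genes of Table 3 that rose and have a probe, the effect of B[a]P was larger in Xpc-/- mice by 0.0337 of the Wt control level (exact permutation p = 0.497 over mice). In 10 of the 14 genes the ratio was higher in Xpc-/- mice.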

**Figure 2:**
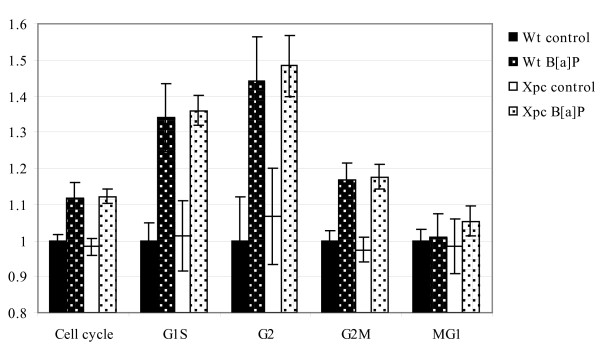
**Average gene expression levels of cell cycle related gene sets**. The setwise average expression levels of genes involved in cell cycle regulation and regulation during specific phases of the cell cycle. Error bars presented are based on the expression levels of individual mice. The average expression level of Wt control mice is set at 1.

### Validation with quantitative Real-Time PCR

Quantitative Real-Time PCR (qPCR) was performed on 4 selected genes that are involved in the G2-M phase transition to validate the gene expression changes in Wt *vs*. *Xpc*^-/- ^mice after B[a]P exposure. Three genes (*Cit*, *Ect2 *and *Psip1*) were selected because their average gene expression ratios were most different between Wt and *Xpc*^-/- ^mice based on the microarray results, and *Asf1b *was selected as a control because of the small difference between Wt and *Xpc*^-/- ^mice. 

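On the arrays all 4 genes rose. Cit, a kinase of the cytokinesis furrow, had a ratio of exposed to control mice of 1.20 in Wt and 1.35 in Xpc-/- mice (log2 change over both 0.35, standard error 0.08, adjusted p = 0.008). Ect2, the exchange factor that activates RhoA in cytokinesis, had 1.25 and 1.45 (0.43, adjusted p = 0.00218), and Psip1, a chromatin-binding coactivator, 1.17 and 1.30 (0.30, 0.0182). The histone chaperone Asf1b had 1.24 and 1.25 (0.31, 0.0261). The B[a]P effects of the genotypes differed by 0.17, 0.21 and 0.16 for Cit, Ect2 and Psip1 and by 0.01 for Asf1b on the log2 scale, and none of these differences passed limma. Hprt, the reference gene of the qPCR, had 0.83 and 0.89 (log2 change -0.22, adjusted p = 0.135).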

After gene expression changes were normalised to the *Hprt1 *reference, qPCR data of the 3 strongly differentially expressed genes indeed showed a higher induction of gene expression after B[a]P exposure in *Xpc*^-/- ^mice (ratios are 1.15 *vs*. 1.18, 1.00 *vs*. 1.05 and 1.00 *vs*. 1.04 for *Cit*, *Ect2 *and *Psip1*, in Wt and *Xpc*^-/- ^mice, respectively). However, the effect of B[a]P exposure was smaller on basis of the qPCR expression data. QPCR data of *Asf1b *showed a down regulation after B[a]P exposure in both Wt and *Xpc*^-/- ^mice (ratios are 0.94 and 0.98, respectively), and did therefore, not confirm the microarray results. Overall, 3 out of 4 selected genes confirmed the microarray results found within the G2-M phase, showing that B[a]P induces marginally higher gene expression changes in *Xpc*^-/- ^than in Wt mice.

## Discussion

B[a]P exposure leads to the formation of DNA adducts in testis and sperm of exposed male mice and humans [4,5]. These pro-mutagenic DNA adducts are usually removed by DNA repair mechanisms to prevent the accumulation of mutations. In a previous study, we found that there is a difference in DNA adduct removal between Wtand *Xpc*^-/- ^mouse testes [5]. In the first week after exposure to B[a]P, we observed more DNA adducts in testis of *Xpc*^-/- ^mice, and a slower decline of DNA adducts over time. In addition, we showed that spermatogonial stem cells rely on nucleotide excision repair for the complete removal of DNA adducts during spermatogenesis [5]. This suggests that GGR/NER plays an important role in mice in protecting the testis and sperm cells from DNA damage by B[a]P. In the present study, we used a microarray approach to study whether these differences in DNA adduct removal between Wt and *Xpc*^-/- ^mice are accompanied by differences in gene expression, thereby elucidating adaptive responses towards the induction of heritable DNA damage in testis. We chose to analyze gene expression after 4 days, since at that time point DNA adduct levels differed more between Wt and *Xpc*^-/- ^mice compared to Day 1, and still differed at Day 7 [5].

Two-Way ANOVA indicated that there are only minor expression differences between *Xpc*^-/- ^and Wt mice. No more than 4 genes (*Xpc*, *Cml2*, *D6Mm5e *and 2610209M04Rik) located in a 10 MB locus on chromosome 6, were differentially expressed between the two genotypes. Although the expression levels of *Cml2*, *D6Mm5e *and 2610209M04Rik were higher as compared to the very low levels of *Xpc*, the fact that these genes are located in proximity to the *Xpc *gene on chromosome 6 suggests that mutating the *Xpc *gene has changed the genomic or regulatory structure at that particular site and therefore the expression of these 3 genes. Another explanation could be that these 3 genes are of an Ola129 genetic background, which is used to create the *Xpc *mutant, and are for some unknown reason differently expressed [9].

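Within single genotypes, limma called 103 probes that rose and 42 that fell after B[a]P in Wt mice, and 122 and 13 in Xpc-/- mice. Klk1b11, Hnrnpf and Adam1b are examples with a rise of more than 1.5-fold in each genotype. Of the probes called in each genotype alone, 48 rising and 3 falling probes were shared. In Wt mice the count was 67, 53, 17 and 19 without Wt control 1, 2, 4 and 5, 30, 43 and 49 without Wt B[a]P 1, 2 and 3, and 254 without Xpc-/- control 2, whose array enters the common spread. In Xpc-/- mice it was 65, 321, 68 and 2 without Xpc-/- control 1, 3, 4 and 5, and 82, 66, 64, 20 and 221 without Xpc-/- B[a]P 1 to 5. Without Xpc-/- control 1 and 2, 447 probes passed in Wt and 545 in Xpc-/- mice. A fit of the compared groups alone gave 528 in Wt and 0 in Xpc-/- mice, and a trended and robust prior gave 73 and 57. Of 100 groupings of the mice, the real one included, 6 reached the count in Xpc-/- mice, so chance is not excluded there.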

The main differences were found between the B[a]P exposed and control mice, regardless of genotype. 984 Genes were differentially regulated after B[a]P exposure and these were enriched for genes involved in cell cycle, translation (ribosomes), chromatin structure and spermatogenesis. Besides these pathways, other more general processes were found to be affected (Additional file 3). Regulated processes regarding mitochondrial function (energy metabolism), chaperones, and the aforementioned changes in cell cycle seem to indicate a general stress response after exposure to B[a]P in testes of both genotypes. In addition, the altered expression of mitochondria related genes is indicative for changes in the oxidative phosphorylation; this process was also found to be affected among the B[a]P down regulated genes, and the genes for several ATP synthase subunits, NADH dehydrogenase (ubiquinone) subunits, cytochrome c and cytochrome c oxidase were differentially regulated (Additional file 7). Therefore, the motility and the fertilizing capacity of the sperm cells might have been affected, since mitochondria in sperm are responsible for the energy supply required to propel the flagellum [10]. 

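Mitochondrial genes changed in either direction. Of 49 genes of Additional file 7 with a probe of the same name, 25 rose, 21 fell and 3 did not pass limma, in a list that was chosen on these samples. Polg, the mitochondrial DNA polymerase (log2 change 0.48, adjusted p = 0.000126), and Glud1, glutamate dehydrogenase (0.50, 0.000132), rose along with Mrps12 and Gpx4. Ndufa9 fell to a ratio of 0.63 in Wt and 0.84 in Xpc-/- mice (unadjusted interaction p of 0.0187 from limma, adjusted p = 0.999). The average over 48 matched genes was 0.04 in Wt and 0.07 in Xpc-/- mice. Without Xpc-/- control 1 and 2, 22 genes rose and 18 fell.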

A change in mitochondrial activity, which leads to less potent sperm cells, may therefore be part of the protective mechanisms against DNA damage in the testis and sperm cells. Indeed, litter sizes of female mice that were fertilized by B[a]P exposed *Xpc*^-/- ^male mice were found to be smaller (data not shown).

B[a]P is a well known mutagen and carcinogen, and mostly studied for its capacity to form bulky DNA adducts, which are mainly repaired by NER. By changing the NER capacity in *Xpc*^-/- ^mice, we expected to find additional mechanisms affected by B[a]P exposure that could possibly protect the testis and male germ cells against the formation of heritable DNA damage, as a back up for the lack of GGR/NER. However, pathways involving DNA repair (other than NER) or apoptosis were not significantly enriched among our regulated genes. Nonetheless, we did find 16 differentially regulated genes that are involved in DNA repair (GO:0006281~DNA repair) (Table 4), and at least 9 out of these 16 genes are related to repair of double strand breaks and/or homologous recombination. This suggests that exposure to B[a]P may cause double strand breaks, for instance by the collapse of the replication fork in replicating cells. Indeed, the number of γH2AX foci, which is a hallmark for double strand break formation, was reported to be increased by exposure to B[a]P [11]. 

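DNA repair and apoptosis lists held changes in both directions, and none in nucleotide excision repair. Of 28 genes of nucleotide excision repair 0 passed limma, 0 when adjusted over the list alone and 0 by the ordinary two-way analysis, while 2 higher and 3 lower genes had an unadjusted p under 0.05. Of 32 genes of double strand break repair and homologous recombination 2 rose and 2 fell (2 and 2 when adjusted over the list alone), which were the checkpoint protein Rad17 (log2 change 0.32, adjusted p = 0.0237), the end-joining protein Xrcc5 (0.37, 0.0137), Brca2, and the recombination mediator Rad52 (-0.24, 0.0294). Of 13 genes of translesion synthesis 1 rose (1 when adjusted over the list alone), Mad2l2, a subunit of polymerase zeta (0.30, 0.0227), and the list did not pass camera after adjustment over 32 lists. Of 37 apoptosis genes 2 rose and 2 fell (2 and 3 when adjusted over the list alone), with the BH3-only protein Bcl2l11 (-0.26, 0.0461) and the TNF receptor Tnfrsf1a (-0.30, 0.0445) among the falls. The changed share was 12.5% of the double strand break list and 10.8% of the apoptosis list, against 6.36% of all named genes (Fisher's exact test over genes, adjusted p = 0.313 and 0.524). The lists for nucleotide excision repair (-0.138 and -0.201) and translesion synthesis (-0.145 and -0.132) had their lowest averages in Xpc-/- control 1 and 2. Without these arrays 0 genes of translesion synthesis passed, 1 of nucleotide excision repair rose and 2 fell, 2 of double strand break repair rose and 3 fell, and 3 of apoptosis rose and 5 fell.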

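DNA repair genes of Table 4 changed mainly upward. Of 14 genes with a probe of the same name 9 rose, 3 fell and 2 did not pass limma, and the table, chosen on these samples, is not independent evidence. The cohesin subunit Smc3 (printed as Cspg6; log2 change 0.48, adjusted p = 7.64e-05), the base excision glycosylase Mpg (0.45, 0.0032) and the cryptochrome Cry1 (0.31, 0.00873) rose next to Polg and Hmgn1. Xpc had a log2 change of -0.13 (adjusted p = 0.521). Ratios above 1 were higher in Xpc-/- mice for 7 genes and in Wt mice for 3. When Xpc-/- control 1 and 2 were left out, 8 rose and 3 fell.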

Although the pathway involving apoptosis was not significantly enriched among our regulated genes, we found 32 apoptosis-related genes to be differentially expressed after B[a]P exposure (Table 5). 

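Of 28 apoptosis genes of Table 5 with a probe of the same name, 19 rose, 5 fell and 4 did not pass limma, again in a list chosen on these samples. Bag1, an antiapoptotic cochaperone, 1700003F12Rik (log2 change 0.53, adjusted p = 0.000241) and Hells had the largest rises, and the adaptor Sh3kbp1 fell (-0.46, 0.000846). It held 18 rises and 5 falls without Xpc-/- control 1 and 2.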

In testes, apoptosis is a common process to discard excessive germ cells, or to remove severely damaged germ cells [12]. From our data it is hard to conclude whether apoptosis is elicited by B[a]P exposure, since we found only a small number of differentially expressed genes after B[a]P exposure and both pro-apoptotic and anti-apoptotic signals were found. For example, cytochrome c (*Cycs*) was up regulated after exposure in both Wt and *Xpc*^-/- ^mice, which could be indicative for the initiation of the intrinsic apoptotic pathway. On the other hand, the expression of the anti-apoptotic gene *Faim *(Fas apoptotic inhibitory molecule) was also up regulated after B[a]P exposure, indicating an inhibitory effect on the apoptotic pathway [13]. 

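Cycs, the electron carrier that triggers apoptosome assembly when released from mitochondria, rose with a ratio of 1.22 in Wt and 1.37 in Xpc-/- mice (log2 change 0.37, standard error 0.09, adjusted p = 0.0142). A second probe of Cycs had the same sign and did not pass.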

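Faim rose by 1.21 in Wt and 1.20 in Xpc-/- mice as a ratio of exposed to control mice (log2 change 0.27, adjusted p = 0.0341).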

Several aspects should be considered for the interpretation of transcriptional data regarding the regulation of apoptosis after B[a]P exposure; 1) the large number of apoptotic cells in normal testis will make it difficult to measure subtle changes in the apoptotic response after a single B[a]P exposure, 2) the apoptotic response after B[a]P exposure is an acute response that is probably hard to assess 4 days after exposure, and 3) the activation of the different caspases leading to fragmentation of DNA occurs by cleavage of procaspases already stored in the cell, a process that is unlikely to be found at the transcriptional level [14]. It should be noted that this last point may also hold true for other processes such as DNA repair, which also relies on activation and transport of already existing proteins.

**Table 4:** Differentially regulated genes concerning DNA repair.

Symbol	Gene Name	Wt	*Xpc*^-/-^
5830483C08Rik	riken cDNA 5830483c08 gene	1.13	1.17
Als4	amyotrophic lateral sclerosis 4 homolog (human)	1.28	1.44
Asf1a	asf1 anti-silencing function 1 homolog a (s. cerevisiae)	-1.34	-1.24
Brca2*	breast cancer 2	-1.35	-1.34
Cry1	cryptochrome 1 (photolyase-like)	1.19	1.29
Cspg6*	chondroitin sulfate proteoglycan 6	1.39	1.40
Fbxo18	f-box protein 18	1.13	1.26
Hmgn1	high mobility group nucleosomal binding domain 1	1.36	1.36
Mpg*	n-methylpurine-dna glycosylase	1.38	1.36
Polg	polymerase (dna directed), gamma	1.36	1.42
Rad17*	rad17 homolog (s. pombe)	1.22	1.27
Rad52*	rad52 homolog (s. cerevisiae)	-1.21	-1.16
Ssrp1*	structure specific recognition protein 1	1.13	1.30
Tdp1*	tyrosyl-dna phosphodiesterase 1	1.28	1.21
Xpc	xeroderma pigmentosum, complementation group C	-1.07	-1.11
Xrcc2*	x-ray repair complementing defective repair in chinese hamster cells 2	-1.28	-1.16
Xrcc5*	x-ray repair complementing defective repair in chinese hamster cells 5	1.23	1.35

16 differentially regulated genes concerning DNA repair. Results are presented as average gene expression ratios between exposed and control samples. *genes associated with double strand breaks and/or homologous recombination

**Table 5:** Differentially regulated genes concerning apoptosis.

Symbol	Gene Name	Wt	*Xpc*^-/-^
1700003F12Rik	riken cdna 1700003f12 gene	1.44	1.45
Atp7a	atpase, cu++ transporting, alpha polypeptide	1.15	1.29
Bag1	bcl2-associated athanogene 1	1.49	1.42
Bag4	bcl2-associated athanogene 4	-1.26	-1.25
Brca2	breast cancer 2	-1.35	-1.34
Cycs	cytochrome c, somatic	1.21	1.37
Dap	death-associated protein	1.31	1.25
Dhcr24	24-dehydrocholesterol reductase	1.50	1.43
Dpf2	d4, zinc and double phd fingers family 2	1.31	1.17
Faim	fas apoptotic inhibitory molecule	1.21	1.20
Hells	helicase, lymphoid specific	1.43	1.46
Hras1	harvey rat sarcoma virus oncogene 1	1.20	1.15
Klrb1c	killer cell lectin-like receptor subfamily b member 1c	-1.09	-1.18
Opa1	optic atrophy 1 homolog (human)	-1.34	-1.17
P2rx1	purinergic receptor p2x, ligand-gated ion channel, 1	1.10	1.17
Pdcd5	programmed cell death 5	-1.22	-1.23
Pim1	proviral integration site 1	-1.17	-1.17
Proc	protein c	1.26	1.22
Pten	phosphatase and tensin homolog	1.32	1.31
Purb	purine rich element binding protein b	1.16	1.30
Qars	glutaminyl-trna synthetase	1.20	1.35
Rragc	ras-related gtp binding c	1.29	1.25
Rybp	ring1 and yy1 binding protein	1.18	1.37
Sh3 kbp1	sh3-domain kinase binding protein 1	-1.37	-1.39
Smndc1	survival motor neuron domain containing 1	1.21	1.35
Sra1	steroid receptor rna activator 1	1.26	1.23
Sycp3	synaptonemal complex protein 3	1.34	1.30
Tax1 bp1	tax1 (human t-cell leukemia virus type i) binding protein 1	1.25	1.08
Tnfrsf4	tumor necrosis factor receptor superfamily, member 4	1.30	1.11
Uaca	uveal autoantigen with coiled-coil domains and ankyrin repeats	1.24	1.29
Uaca	uveal autoantigen with coiled-coil domains and ankyrin repeats	1.14	1.21
Zdhhc16	zinc finger, dhhc domain containing 16	1.25	1.36

32 differentially regulated genes concerning apoptosis. Results are presented as average gene expression ratios between exposed and control samples.

To have a better understanding of the changes in cell cycle regulation, we compared setwise average expression levels of genes related to specific cell cycle phases between the 4 experimental groups. Genes involved in the G1 to S phase transition and the G2 to M phase transition were induced in animals of both genotypes after B[a]P exposure, suggesting that cells may accumulate in both G1 and G2. 

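Single genes of DNA replication rose or fell, and the average of the G1-S list did not rise. Of the 37 G1-S genes 3 rose and 1 fell (3 and 4 when adjusted over the list alone), with the histone chaperone Nasp (log2 change 0.44, adjusted p = 0.000586), the histone mRNA-binding protein Slbp (0.36, 0.00799) and the ubiquitin ligase adaptor Dtl (0.26, 0.046) rising and the chromatin assembly factor Chaf1b falling (-0.31, 0.0398). Of 29 genes of S phase 3 rose and 2 fell (4 and 2 when adjusted over the list alone), among them the ribonucleotide reductase subunit Rrm1 (0.26, 0.0185) next to Hells and Asf1b, and the replication factor Gins1 (-0.47, 0.00105). Without Xpc-/- control 1 and 2, 2 of the G1-S genes rose and 3 fell, and 4 and 4 of S phase. From the higher average levels of the G1-S and G2-M sets after exposure in both genotypes, the paper proposes that cells may accumulate in G1 and in G2.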

Cell cycle arrest after B[a]P exposure was previously found, using MCF-7 (human breast carcinoma) and HepG2 (human hepatocarcinoma) cells, and identified altered expression of genes that affect cell cycle regulation [15]. Moreover, cell cycle phases assessed by FACS analysis indeed showed an accumulation of cells in the G1 and G2 phase after B[a]P exposure [15]. It has also been shown that benzo [a]pyrene-7,8-dihydrodiol (BPD) and benzo(a)pyrene-diol-epoxide (BPDE), both metabolites of B[a]P, can induce a G2/M accumulation [16]. All these data are in line with our findings in testis of B[a]P exposed male mice.

The B[a]P induced G1-S arrest did not differ between Wt and *Xpc*^-/- ^mice (p = 0.937). However, expression of G2-M phase genes showed a trend towards a higher induction of these genes in testes of *Xpc*^-/- ^mice after B[a]P exposure (p = 0.086). Therefore, the expression ratios of 4 G2-M phase genes were validated by qPCR, and results of 3 out of these 4 genes confirmed that B[a]P induces slightly higher gene expression changes in *Xpc*^-/- ^mice than in Wt mice. However, the level of induction by B[a]P exposure was higher on basis of microarray analysis, than by qPCR analysis. QPCR could not confirm the induction of *Asf1b *gene expression by B[a]P as shown by microarray analysis, although the difference in gene expression ratios between Wt and *Xpc*^-/- ^mice remained small. Such a small difference in reaction may be explained by the fact that *Xpc*^-/- ^mice are less capable of removing B[a]P induced damage in testis [5], and therefore more damaged cells are arrested (instead of a stronger reaction in each individual cell). This was also observed in a study using UVB irradiated Xpc-deficient epidermal cells [17]; Xpc-deficient cells were blocked in the late S phase due to incomplete DNA replication at sites of damaged DNA [17]. As a result, the regulation of the G2 phase genes might differ slightly between *Xpc*^-/- ^and Wt mice, as found in this study.

Unrepaired DNA damage blocks the cell cycle. However, specialized Y-family DNA polymerases are capable of extending replication beyond lesions in an error-free or error-prone way [17]. For example the expression of DNA polymerase κ (*Polκ*) is under the control of the B[a]P activated arylhydrocarbon receptor (AhR), and more highly expressed in testes than in other tissues [18,19]. It bypasses BPDE-N_2_-dG in an efficient and mostly error-free way [19]. If we assume that DNA repair deficient *Xpc*^-/- ^cells that are present in testes (such as Sertoli cells, Leydig cells and developing sperm cells), in contrast to DNA repair proficient Wt cells, are blocked in the late S phase due to unrepaired damage, then this damage could be passed in an error-free way with progression of the cell cycle and spermatogenesis, but without the actual removal of the blocking lesion. 

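Polk, the polymerase that copies past bulky B[a]P adducts, had a log2 change of 0.11 over both genotypes in limma (adjusted p = 0.546), with ratios of 0.97 in Wt and 1.19 in Xpc-/- mice. When each exposed mouse was set relative to the control mean of its genotype, the value was higher in Xpc-/- mice by 0.30 (exact permutation p = 0.0317). This is a single test that is not adjusted over genes.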

Although *Polκ *was not present among the differentially expressed genes by using Two-Way ANOVA, we found, however, that the expression of *Polκ *was significantly higher in *Xpc*^-/- ^than in Wt mice after B[a]P exposure as assessed by a simple T-test (p = 0.038). However, this differential expression between Wt and *Xpc*^-/- ^mice after B[a]P exposure was found only after correction for the slight initial expression differences found in their unexposed counterparts. 

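Among unexposed mice Polk was lower in Xpc-/- than in Wt mice by a log2 difference of -0.28 (exact permutation p = 0.0714), and among exposed mice the difference was 0.02 (exact p = 0.825). The effect of B[a]P was -0.04 in Wt (exact p = 0.722) and 0.26 in Xpc-/- mice (exact p = 0.0794). With the spread of the control mice counted, the difference between these effects had an exact p of 0.0965.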

Progression of the cell cycle and spermatogenesis, without the actual removal of the DNA lesion is in line with the differences in DNA damage kinetics between *Xpc*^-/- ^and Wt mice found in our previous study [5]. Therefore, we suggest that *Xpc*^-/- ^mice are not per se more sensitive to mutation induction in the testis than Wt mice after B[a]P exposure, and thereby could have equal risks for heritable gene mutations. However, future studies analyzing mutation induction should elucidate the mutagenic potency of B[a]P in this reproductive organ.

## Conclusion

From this study, we can conclude that gene expression in testis of untreated *Xpc*^-/- ^and Wt mice are similar, and this is also the case after exposure to B[a]P. B[a]P exposure, which formed a substantial amount of DNA damage, differentially regulated 984 genes that were enriched for cell cycle, translation, chromatin structure and spermatogenesis. Overall, B[a]P-induced gene expression changes in *Xpc*^-/- ^mice differed from their exposed wild type counterparts (p = 0.000000141), which was also found for stage specific cell cycle gene sets. These gene expression changes in testis may represent a cell cycle block due to the presence of unrepaired damage. Specialized DNA polymerases that are highly expressed in testis may still bypass B[a]P induced DNA damage in an error-free way, and cell cycle/spermatogenesis can thus progress in the presence of DNA lesions.

## Methods

### Animal experiments

Male wild type (C57BL/6) and *Xpc*^-/- ^mice (C57BL/6), as previously described [9,20], were exposed to a single dose of B[a]P (13 mg/kg bw) by oral gavage, and were sacrificed 4 days after exposure. All groups consisted of 5 mice. The dose of 13 mg/kg bw has been used in previous studies and is appropriate to induce detectable DNA adduct levels [21]. The control groups received the solvent sunflower oil and were also sacrificed at day 4 after exposure. Testes were snap frozen in liquid nitrogen and stored at -80°C until analysis. Mice were bred and housed under specific pathogen-free conditions in a 12-hour light-dark cycle at the animal facilities of the Netherlands Vaccine Institute (NVI, Bilthoven, the Netherlands), and received food and water *ad libitum*. Experiments were approved by the NVI's Animal Ethics Committee and were carried out according to their guidelines.

### RNA isolation and purification

After testes had been pulverized using mortar and tamper cooled in liquid nitrogen, TRIzol^® ^Reagent (Invitrogen, Breda, the Netherlands) was added to the material and RNA was isolated using an RNeasy Mini Kit (Qiagen, Venlo, the Netherlands) with DNase treatment according to the manufacturer's protocol with minor modifications. RNA quantity was determined spectrophotometrically and RNA purity was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Amstelveen, the Netherlands). All samples were pure and free of RNA degradation.

### RNA labelling and hybridization on microarrays

Cyanine labelled cRNA was generated by using the Two-Color Microarray-Based Gene Expression Analysis kit from Agilent Technologies according to the manufacturer's protocol. All samples were labelled with Cy5, and 3 samples of unexposed Wt mice were labelled with Cy3, pooled and used as a reference sample.

On the basis of dye incorporation rates, appropriate amounts of Cy5 and Cy3 labelled samples (10 pmol each) were simultaneously hybridized on Agilent 22K Mouse microarrays (Agilent Technologies). After hybridization, slides were washed and dried with N_2 _gas before scanning.

### Image analysis

Slides were scanned on a GenePix^® ^4000B Microarray Scanner (Molecular Devices, Sunnyvale, CA, USA). Cy5 and Cy3 were excited at wavelengths of 635 and 532 nm, respectively. Laser power was set to 100%. The photo multiplier was set to a saturation tolerance of 0.02% to minimize background and saturated spots. The images obtained (resolution 5 micron, 16 bit tiff images) were processed with Imagene 8.0.1 software (Biodiscovery, El Segundo, CA, USA) to measure mean signal intensities for spots and local backgrounds.

### Quality control

Quality control was performed on raw data by means of a scatter plot and MA-plot as well as a normal probability plot to assess signal distribution. Positive (landmark) and negative (blank) spots were used for quality control but not included in further analyses. Microarray spot signal data were normalized in R using a four-step approach of (1) natural log-transformation, (2) quantile normalization of all scans, (3) correction of the sample spot signal for the corresponding reference spot signal and (4) averaging data from replicate spots. Normalized data were visualized by Principal Component Analysis (PCA) for additional quality control. The gene expression data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [22] and are accessible through GEO Series accession number GSE17979 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17979.

### Data analysis

Significance of differences in gene expression between genotype and/or treatment groups was calculated by a Two-Way ANOVA, where genes with a false discovery rate (FDR) below 5% were selected as differentially expressed. Differentially expressed genes were clustered (based on Euclidian Distance and Ward linkage) using GeneMaths (Applied Maths, St-Martens-Latem, Belgium). By using the DAVID/EASE http://david.abcc.ncifcrf.gov web application, functional annotation and Gene Ontology (GO) term enrichment were determined for three different gene sets, namely B[a]P induced genes, B[a]P suppressed genes and all regulated genes together (FDR < 0.1) [23,24].

Pathway enrichment among B[a]P regulated genes was further used to identify regulated genes within a pathway, and to compare the average gene expression ratios of B[a]P treated *vs*. control groups between the two genotypes. Pathways with related terms for cell cycle, translation, chromatin structure and spermatogenesis, which were already found to be enriched among the up regulated genes, were combined to form 4 groups of genes that were used for this comparison.

For visualization of cell cycle phase activity, the average gene expression for suitable gene sets was calculated. Sets used were based on either GO functional annotation or on genes found specifically expressed in a particular cell cycle phase by both Bar-Joseph *et al*. [7] and Whitfield *et al*. [8], but only used for calculation if they contained at least 4 genes. Setwise average gene expression levels for each experimental group were expressed relative to the Wt control mice, for which the level was set at 1.

### Quantitative Real-Time PCR

For qPCR of 4 selected genes (*ASf1b*, *Cit*, *Ect2 *and *Psip1*) and reference gene *Hprt1*, cDNA was synthesized using the iScript cDNA Synthesis kit (Bio-Rad, Veenendaal, the Netherlands) according to the manufacturer's protocol, starting with 0.5 μg of RNA. QPCR was performed on a MyiQ™ Single-Color Real-Time PCR detection system (Biorad) using the iQ™ SYBR^® ^Green Supermix (Bio-Rad) according to the manufacturer's protocol with minor modifications, 5 μl of 10 times diluted cDNA and 0.3 μM primers in a total volume of 25 μl. Samples were amplified under the following conditions: 95°C for 3 minutes, followed by 40 cycles at 95°C for 15 seconds and 60°C for 45 seconds. PCR was checked for a-specific products by performing a melting curve analysis (65°C-95°C). Data were analyzed using the MyiQ™ Software system (Bio-Rad) and were expressed as average gene expression ratios as compared to controls.

## Authors' contributions

NV carried out the RNA isolation, the labelling and hybridization of the samples and the image analyses, and wrote the manuscript. JP carried out the data and statistical analyses, and has been involved in writing the manuscript. CO carried out the animal experiments. JB, FS and HS participated in the design of the study, interpretation of the data and revision of the manuscript. RG conceived the design of the study, participated in the interpretation of the data, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Processes enriched among B[a]P induced genes**. The data presented are terms enriched among the B[a]P induced gene list by DAVID/EASE with an FDR < 0.1. Click here for file

Additional file 2 **Processes enriched among B[a]P suppressed genes**. The data presented are terms enriched among the B[a]P suppressed gene list by DAVID/EASE with an FDR < 0.1. Click here for file

Additional file 3 **Processes affected by B[a]P exposure in mouse testis**. The data presented are terms enriched among the B[a]P modulated gene list by DAVID/EASE with an FDR < 0.1. Click here for file

Additional file 4 **Differentially regulated genes after B[a]P exposure involved in Chromatin structure**. 37 differentially regulated genes involved in Chromatin structure. Results are presented as average gene expression ratios between exposed and control samples. Click here for file

Additional file 5 **Differentially regulated genes after B[a]P exposure regulating Spermatogenesis**. 32 differentially regulated genes involved in Spermatogenesis. Results are presented as average gene expression ratios between exposed and control samples. Click here for file

Additional file 6 **Differentially regulated genes after B[a]P exposure involved in Translation**. 59 differentially regulated genes involved in Translation. Results are presented as average gene expression ratios between exposed and control samples. Click here for file

Additional file 7 **Differentially regulated genes after B[a]P exposure involved in Mitochondrial function**. 51 differentially regulated genes involved in mitochondrial function. Results are presented as average gene expression ratios between exposed and control samples. *genes involved in oxidative phosphorylation. Click here for file

## References

[B1] DenissenkoMFPaoATangMPfeiferGPPreferential formation of benzo[a]pyrene adducts at lung cancer mutational hotspots in P53Science199627443043210.1126/science.274.5286.4308832894

[B2] SomersCMYaukCLWhitePAParfettCLQuinnJSAir pollution induces heritable DNA mutationsProc Natl Acad Sci USA20029915904159071247374610.1073/pnas.252499499PMC138537

[B3] Vilarino-GuellCSmithAGDubrovaYEGermline mutation induction at mouse repeat DNA loci by chemical mutagensMutat Res200352663731271418410.1016/s0027-5107(03)00016-2

[B4] ZenzesMTBieleckiRReedTEDetection of benzo(a)pyrene diol epoxide-DNA adducts in sperm of men exposed to cigarette smokeFertil Steril19997233033510.1016/S0015-0282(99)00230-710439006

[B5] VerhofstadNvan OostromCTvan BenthemJvan SchootenFJvan SteegHGodschalkRWDNA adduct kinetics in reproductive tissues of DNA repair proficient and deficient male mice after oral exposure to benzo(a)pyreneEnviron Mol Mutagen2009512123910.1002/em.2051619634154

[B6] GilletLCScharerODMolecular mechanisms of mammalian global genome nucleotide excision repairChem Rev200610625327610.1021/cr040483f16464005

[B7] Bar-JosephZSiegfriedZBrandeisMBrorsBLuYEilsRDynlachtBDSimonIGenome-wide transcriptional analysis of the human cell cycle identifies genes differentially regulated in normal and cancer cellsProc Natl Acad Sci USA200810595596010.1073/pnas.070472310518195366PMC2242708

[B8] WhitfieldMLSherlockGSaldanhaAJMurrayJIBallCAAlexanderKEMateseJCPerouCMHurtMMBrownPOBotsteinDIdentification of genes periodically expressed in the human cell cycle and their expression in tumorsMol Biol Cell2002131977200010.1091/mbc.02-02-0030.12058064PMC117619

[B9] CheoDLRuvenHJMeiraLBHammerREBurnsDKTappeNJvan ZeelandAAMullendersLHFriedbergECCharacterization of defective nucleotide excision repair in XPC mutant miceMutat Res199737419906741110.1016/s0027-5107(97)00046-8

[B10] KaoSHChaoHTWeiYHMultiple deletions of mitochondrial DNA are associated with the decline of motility and fertility of human spermatozoaMol Hum Reprod1998465766610.1093/molehr/4.7.6579701788

[B11] ZhouCLiZDiaoHYuYZhuWDaiYChenFFYangJDNA damage evaluated by gammaH2AX foci formation by a selective group of chemical/physical stressorsMutat Res20066048181642355510.1016/j.mrgentox.2005.12.004PMC2756993

[B12] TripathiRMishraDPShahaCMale germ cell development: turning on the apoptotic pathwaysJournal of reproductive immunology200983313510.1016/j.jri.2009.05.00919889463

[B13] HuoJXuSGuoKZengQLamKPGenetic deletion of faim reveals its role in modulating c-FLIP expression during CD95-mediated apoptosis of lymphocytes and hepatocytesCell death and differentiation2009161062107010.1038/cdd.2009.2619300454

[B14] BoatrightKMSalvesenGSMechanisms of caspase activationCurrent opinion in cell biology20031572573110.1016/j.ceb.2003.10.00914644197

[B15] HockleySLArltVMBrewerDGiddingsIPhillipsDHTime- and concentration-dependent changes in gene expression induced by benzo(a)pyrene in two human cell lines, MCF-7 and HepG2BMC Genomics2006726010.1186/1471-2164-7-26017042939PMC1621085

[B16] CainoMCOlivaJLJiangHPenningTMKazanietzMGBenzo[a]pyrene-7,8-dihydrodiol promotes checkpoint activation and G2/M arrest in human bronchoalveolar carcinoma H358 cellsMol Pharmacol20077174475010.1124/mol.106.03207817114299

[B17] van OostenMStoutGJBackendorfCRebelHde WindNDarroudiFvan KranenHJde GruijlFRMullendersLHMismatch repair protein Msh2 contributes to UVB-induced cell cycle arrest in epidermal and cultured mouse keratinocytesDNA Repair (Amst)20054818910.1016/j.dnarep.2004.08.00815533840

[B18] GerlachVLAravindLGotwayGSchultzRAKooninEVFriedbergECHuman and mouse homologs of Escherichia coli DinB (DNA polymerase IV), members of the UmuC/DinB superfamilyProc Natl Acad Sci USA199996119221192710.1073/pnas.96.21.1192210518552PMC18388

[B19] OgiTMimuraJHikidaMFujimotoHFujii-KuriyamaYOhmoriHExpression of human and mouse genes encoding polkappa: testis-specific developmental regulation and AhR-dependent inducible transcriptionGenes Cells2001694395310.1046/j.1365-2443.2001.00478.x11733032

[B20] HoogervorstEMvan OostromCTBeemsRBvan BenthemJBergJ van denvan KreijlCFVosJGde VriesAvan SteegH2-AAF-induced tumor development in nucleotide excision repair-deficient mice is associated with a defect in global genome repair but not with transcription coupled repairDNA Repair (Amst)200543910.1016/j.dnarep.2004.08.00915533832

[B21] de VriesADolleMEBroekhofJLMullerJJKroeseEDvan KreijlCFCapelPJVijgJvan SteegHInduction of DNA adducts and mutations in spleen, liver and lung of XPA-deficient/lacZ transgenic mice after oral treatment with benzo[a]pyrene: correlation with tumour developmentCarcinogenesis1997182327233210.1093/carcin/18.12.23279450477

[B22] EdgarRDomrachevMLashAEGene Expression Omnibus: NCBI gene expression and hybridization array data repositoryNucleic Acids Res20023020721010.1093/nar/30.1.20711752295PMC99122

[B23] DennisGJrShermanBTHosackDAYangJGaoWLaneHCLempickiRADAVID: Database for Annotation, Visualization, and Integrated DiscoveryGenome Biol20034P310.1186/gb-2003-4-5-p312734009PMC193660

[B24] HuangDWShermanBTLempickiRASystematic and integrative analysis of large gene lists using DAVID bioinformatics resourcesNature protocols20094445710.1038/nprot.2008.21119131956

How the deposited data were processed for this re-analysis (not part of the article)

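Testis RNA of 20 male mice was measured, 5 mice in each of 4 groups: Wt control, Wt B[a]P, Xpc-/- control and Xpc-/- B[a]P. The exposed mice received a single dose of 13 mg/kg bw by gavage, the control mice received sunflower oil, and testes were taken 4 days later. Samples were labelled with Cy5 and hybridized on Agilent 22K Mouse microarrays against a reference of pooled RNA from 3 unexposed Wt mice labelled with Cy3. Spots were read with Imagene 8.0.1. The authors took the natural logarithm of the signals, applied quantile normalization to all scans, corrected each sample spot for its reference spot and averaged replicate spots. The deposited table holds these values for 20868 probes, on the natural log scale and with a signal level, so they are not ratios around 0. The paper's text names no subtraction of the local background. Conditions and replicate numbers were taken from the sample labels.

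The values were divided by the natural logarithm of 2, and no probe was filtered out. Of the probes, 18303 carry 1 gene symbol and 2565 none. Symbols were updated through the Entrez IDs of a table of genes of the assembly GRCm38.p6, to which 18134 probes matched. The files name no genome build, so the table served only for names and for neighbouring genes. Where a gene has several probes (1210 of 16966 symbols), the brightest probe stands for it in the gene lists, and the probes of a gene were averaged in the set averages.

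A linear model with a mean for each group was fitted to every probe with limma 3.58.1 in R 4.3.3. From this fit, 7 contrasts were tested: the B[a]P main effect, the genotype effect in unexposed mice, in exposed mice and over both treatments, the interaction, and the B[a]P effect within each genotype. P-values were adjusted by the Benjamini-Hochberg method over all probes, and adjusted p under 0.05 was the threshold, which is the false discovery rate of 5% of the paper. The ordinary two-way analysis of variance per probe, the method the paper names, was run as an alternative. The precision of each value is limited by the number of arrays. In simulated data with no effects the fit made 0 calls. The simulated noise was independent between probes, so this does not give the rate of false calls in real arrays. Other groupings of the real mice gave up to 1248 calls, for the B[a]P effect in Xpc-/- mice. With 200 simulated probes changed by 0.5 on the log2 scale, limma recovered 89% of them for the B[a]P main effect. The share was 51.5% for the genotype effect in unexposed mice and 0% for the interaction.

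Set averages, the mean response of the regulated probes and single genes with few comparisons were tested on mice with two-sided exact permutation tests (252 splits of 5 mice against 5, 63504 assignments for a difference between effects). In simulated data without an effect, the first of these tests gave p under 0.05 in 4.9% of 1000 draws. The second, for a difference between effects, gave it in 72.5% of 200 draws with an effect of 3 SD. A high p from it is thus no evidence of equal effects. The mean response is the average over the regulated probes of each mouse's value, signed by the direction of the change. Set averages were computed on the natural scale relative to the Wt control mean. The phase sets of Figure 2 that come from other studies are not listed in the paper's text, so the G1-S and G2-M lists used beside Tables 2 and 3 are other sets.

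Gene lists were fixed before the data were examined, and 32 of them had members on the array: targets of the aryl hydrocarbon receptor, p53 targets, nucleotide excision repair, translesion synthesis, double strand break repair, apoptosis, G1-S, S phase, G2-M, spermatogonia, spermatocytes, round and elongating spermatids, Sertoli, Leydig and peritubular myoid (smooth muscle) cells, macrophages, endothelium, red blood cells, epididymis and fat, immediate early genes, the circadian clock, chaperones, NRF2 targets, cholesterol synthesis, the proteasome, chromatin remodelling, splicing, oxidative phosphorylation, cytosolic and mitochondrial ribosomes, and histones. A list of genes encoded by the mitochondrial genome had no member on the array. Lists can share members with the paper's tables, whose genes were chosen on these samples. The G2-M list does so for most of its called genes, among them Kif20a, Fzr1 and Cks2. Such lists are not fully independent of the paper's choice. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. The share of list members among changed genes was tested with Fisher's exact test over the 16966 named genes, plain and within 4 equal bins of signal level, which was added after seeing the data. The lists of Tables 2 to 5 and Additional files 4 to 7 were matched by gene name, and their ratios by a tolerance of 0.006.

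Genes were named by a rule written before the files were opened, but after the paper's tables had been seen: every gene the paper's text names, the 10 largest rises and the 10 largest falls after B[a]P, up to 10 calls of each genotype contrast, the 3 smallest p-values of the interaction if none passed, the 4 genes with the smallest p of every list, and Cyp1a1, Cyp1b1, Cdkn1a and Mdm2. Genes outside the rule are marked as chosen after their values were seen.

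Alternatives set before the data were examined were the ordinary two-way analysis, a model without interaction, quantile normalization, median centring, a trended and robust prior, array weights, the replicate number as a block, the dimmest of 4 equal bins of probes left out, probes of a gene averaged, the compared groups alone, a threshold of 0.01, a q-value at lambda 0.5, each of the 20 mice left out in turn, a paired test across genes, other scales and probes for the set averages, and windows of 10 and 40 Mb around Xpc. Leaving out Xpc-/- control 1 and 2 was added after seeing that these arrays stand apart. Replicate numbers do not pair the mice: after the group means were removed, 0 of 20 pairs with the same number in 2 groups correlated above 0.1. All 20 columns of values were used. The qPCR values have no deposited file and were left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.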

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

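The tests of explanations in this part, the splits of the mice and the tests on averages of the lists were chosen after the results were seen.

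Changes after B[a]P were not shared by another probe of the same gene. Over 183 pairs of probes of the same gene, with the first chosen for its change in Wt mice at an unadjusted p under 0.05, the first probe changed in Xpc-/- mice by 0.218 in its direction (same sign in 164 pairs) and the other probe by 0.00143 (90 pairs; sign permutation over pairs, p = 0.0001, the smallest these permutations can give). A change in the level of all RNA of these genes stays open nevertheless, because the other probe may not read the gene: 26.4% of the pairs of 1 gene in the brighter part of the range had a correlation over 0.3 within groups, against 22.2% of random pairs. Noise of the second probe stays open for the same reason. In those 97 pairs the B[a]P effect of one probe in Wt mice correlated with that of the other in Xpc-/- mice at 0.0863 (95% interval -0.107 to 0.276), against 0.645 for the same probe, and in the 28 pairs that correlated over 0.6 within groups at 0.311 (-0.0856 to 0.587), against 0.580. Transcripts of one gene that change differently stay open: pairs annotated to 1 transcript accession had a correlation of -0.00535, but an accession does not give all transcripts that a probe reads. A difference between the arrays of control and exposed mice that acts on single probes stays open as well, since it may also give the change of 0.218 that the same probe shows in the other genotype, and the labels give no dates of hybridization.

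Genotype calls lay next to Xpc on chromosome 6. The genotype main effect called 0 genes elsewhere by limma and by the ordinary two-way analysis (1366 probes at an unadjusted p under 0.05 in all), which argues against an effect of Xpc loss all over the genome as the source of these calls. Other settings did call genes elsewhere, chosen after their values were seen: Wdfy1 on chromosome 1 without Xpc-/- control 2 (0.738, adjusted p = 0.0105), without Xpc-/- B[a]P 5 (0.740, 0.0247), without Xpc-/- control 1 and 2 (0.801, 0.000804) and with array weights, Ube2l6 and Spns1 with array weights, and Alox5 and Pde1c, 20 to 40 Mb from Xpc, in 3 settings each, so an effect on single genes elsewhere stays open. DNA of another strain kept around the targeted gene is a candidate explanation: of the other genes within 20 Mb of Xpc, 3.76% had an unadjusted p under 0.01 (8 of 213), against 0.973% elsewhere (162 of 16648; Fisher's exact test, p = 0.00145). For the B[a]P main effect the shares were 8.76% and 10.2% (Fisher's exact test, p = 0.572), so the region did not stand out there. An effect of the targeting itself on neighbouring genes was not tested.

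By list averages over mice, smooth muscle markers differed between the genotypes in their response to B[a]P. Camera and fry did not call this difference. The average of the 10 peritubular myoid genes changed by 0.17 in Xpc-/- mice (exact permutation p = 0.0079, the smallest possible) and by 0.02 in Wt mice (exact p = 0.492), a difference of 0.150 (exact p = 0.00113, adjusted over 32 lists 0.0363). Of it, -0.0719 was a difference of unexposed Xpc-/- from Wt control mice (exact p = 0.0159, adjusted p = 0.508), about the same part as that of the exposed mice (averages 0.098 in Xpc-/- and 0.020 in Wt mice). The exact p of the rise in Xpc-/- mice, at its smallest possible value, gave an adjusted p of 0.254, while the list passed camera at the preset correlation (adjusted p = 0.0438, against 0.128 with an estimated one) and fry (adjusted p = 0.000875). For the interaction it did not pass camera (adjusted p = 0.0503, or 0.140 with an estimated correlation) or fry (0.0633). The difference was led by Cnn1, Lmod1 and Des, the last 2 chosen after their values were seen and in the dimmest of 4 equal bins of probes (mean log2 signal 6.66 and 6.71), and none of the 3 passed limma for the interaction. The 2 Xpc-/- control arrays that stand apart are argued against as the source, since the difference was 0.156 (exact p = 0.00198) without them. More smooth muscle in the samples of exposed Xpc-/- mice may be the source but cannot be told apart from a change within the cells: the 4 brightest genes, Acta2, Actg2, Myl9 and Tagln, had a difference of 0.0747 (exact p = 0.286), too imprecise to decide. With 1 gene left out the largest exact p was 0.0163.

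Nat8f4, which the paper does not name, was lower in Xpc-/- mice by a log2 difference of -0.51 over both treatments. In 13 of 168 groups of 5 mice (7.74%), 1 mouse lay apart by more than Dixon's critical value of 0.71, where chance gives about 1 in 20 groups. In the Table 2 average of exposed Xpc-/- mice, mouse 4 was at 1.19 against 1.12 to 1.13 in the others (gap 0.812 of the range), and in the Table 3 average the same mouse was at 1.27 against 1.16 to 1.19 (0.730). The smooth muscle average of Xpc-/- control 2 lay above those of its group (0.764). In Wt control mice, mouse 4 lay apart for Dzip3 (0.728), Fancd2os (0.889) and Pde4a (0.712), and mouse 3 for Xlr5c (0.754). Among exposed Wt mice, mouse 5 lay apart for Asf1b (0.783) and Faim (0.723) and mouse 1 for Klk1b27 (0.874). Tubb6 was lower in Xpc-/- control 3 (0.842) and in exposed Xpc-/- mouse 2 (0.797) than in the rest of their groups, and Adam1b was lower in exposed Xpc-/- mouse 2 (0.726).

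Other groupings of the mice, 100 per comparison with the real one included, show how often chance reaches the real count. Only the real split reached the count for the B[a]P main effect (1186 probes, highest other 127, 1 split as large). The same held for the genotype main effect (4, highest other 0, 1 split) and the B[a]P effect in Wt mice (145, highest other 1, 1 split). This argues against chance for these counts, within the 100 splits drawn. For the genotype effect in exposed mice (1, highest other 1, 3 splits), other splits gave the same count, so chance is not excluded. For the genotype effect in unexposed mice (0, highest other 23) and the interaction (0, highest other 2) no probe was called, so that all 100 splits reach the real count and the comparison says nothing about chance. Chance cannot be excluded for the B[a]P effect in Xpc-/- mice (135, highest other 1248, 6 splits). The 5 other splits as large keep Xpc-/- control 1 and 2 together, which points to a structure of the samples.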

How the results depend on the processing

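Leaving out Xpc-/- control 1 and 2, the paired test on signed ratios and the mean response over probes called within 1 genotype in the fit of all groups were added after seeing the data; the other alternatives were not. No result past its threshold changed sign under these alternatives. Of 109 results of named genes past the threshold, 88 stayed past it under all alternative fits set before the data were examined, mice left out included. The threshold of 0.01 and the q-value were not part of this count. Calls were fewer at low signal: of 4 equal bins of probes by signal, 0.23% of the dimmest and 16.1% of the brightest passed for the B[a]P main effect. Where an alternative moved a result, the cause was not tested, apart from the stricter threshold, which passes fewer probes by construction. The B[a]P main effect (1186 probes) gave 2630 with array weights (1318 up and 1312 down), 2401 without the 2 arrays that stand apart, 458 at adjusted p under 0.01, and 763 (without Wt control 4) to 1667 (without Xpc-/- control 2) with 1 mouse left out. With the replicate number as a block it gave 1228 (760 up and 468 down). The genotype effect in unexposed mice (0) gave 9 with array weights, 3 without the arrays that stand apart and 0 to 1 (without Xpc-/- B[a]P 5) with 1 mouse left out. The genotype main effect (4) gave 11 with array weights and 4 to 7 (without Xpc-/- control 2). The genotype effect in exposed mice (1) gave 2 with a trended and robust prior, 2 with array weights, 2 with the replicate block, 4 from the compared groups alone, 3 without the arrays that stand apart and 1 to 2 with 1 mouse left out (2 without Xpc-/- control 1, Xpc-/- B[a]P 3 or Xpc-/- B[a]P 4). The interaction (0) gave 0 to 1 (without Xpc-/- B[a]P 3). The B[a]P effect in Wt mice (145) gave 73 with a trended and robust prior, 703 with array weights, 528 from the compared groups alone, 447 without the arrays that stand apart, 22 at 0.01 and 17 to 254 with 1 mouse left out. The B[a]P effect in Xpc-/- mice (135) gave 57, 604, 0, 545 and 4 in the same order and 2 to 321. The mean response (0.0117, exact p = 0.838) had p = 0.010 in the paired test across genes, and ranged from -0.0266 (without Wt B[a]P 4) to 0.0675 (without Xpc-/- control 3) with 1 mouse left out. It turned to -0.151 (exact p = 0.0184) over probes called in a fit of the Wt groups alone; the fit of the Xpc-/- groups alone called 0 probes and gave no value. In the fit of all groups it was -0.150 (exact p = 0.0335) over the 145 probes called in Wt mice and 0.144 (exact p = 0.0662) over the 135 called in Xpc-/- mice, so its sign followed the genotype in which probes were chosen. The paired test across genes on signed ratios gave 1.41e-07 (mean 0.0273) over the 984 probes of the ordinary two-way analysis and 8.32e-17 over the 1186 of limma. For the G2-M list, the rise in Wt mice (0.0452, exact p = 0.0476) was 0.0389 as a mean of log values (exact p = 0.175), 0.0440 after quantile normalization (0.0556), 0.0443 after median centring (0.0556) and 0.0418 with the brightest probes (0.0635). With 1 mouse left out it ranged from 0.0379 to 0.0587, the rise in Xpc-/- mice from 0.0304 to 0.0742, and the difference between unexposed genotypes from -0.0498 to -0.00603. Camera with an estimated correlation called 0 lists for the genotype effect in unexposed mice, the genotype main effect and the B[a]P effect in Xpc-/- mice, against 1 each with the preset correlation.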

Differences from the paper's values

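The added alternatives named here, leaving out Xpc-/- control 1 and 2, the paired test on signed ratios and the paired tests on the genes of Table 3, were chosen after the values were seen. Genes that differ between unexposed Wt and Xpc-/- mice number 4 in the paper and 0 here, at the same false discovery rate of 5%. No alternative set before the data were examined gave a count within 1.5 times of the paper's for unexposed mice: array weights gave 9, 1 probe passed without Xpc-/- B[a]P 5, and the other alternatives gave 0. Without Xpc-/- control 1 and 2, chosen after seeing the values, 3 probes passed, for Nat8f4, Nagk and Wdfy1, and 0 of the paper's 4 genes were among them, with log2 differences of -0.51 for Xpc, -0.52 for Nat8f2 and 0.57 for Snrnp27. Over both treatments limma and the ordinary two-way analysis, which is the method the paper names, each gave 4, and the 4 probes of the latter are those of the paper's genes. The paper's abstract gives its 4 genes as a genotype difference from that analysis, without limiting it to unexposed mice. The 0 therefore belongs to a narrower comparison.

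For the difference in response of the regulated genes between Wt and Xpc-/- mice, the paper's p is 0.000000141, from a paired test across genes. The value here is 0.838, from an exact permutation over mice of the response in each probe's direction. Signed ratios, in which a fall counts as negative, measure another quantity. In Xpc-/- mice rises were larger (0.390 against 0.349) and falls smaller (0.309 against 0.346). These cancel in the first measure and add up in the second. A shift of signed ratios was not tested over mice, so 0.838 does not bear on it. Among the alternatives set before the data were examined, the paired test across genes gave 0.010, the probes called in a fit of the Wt groups alone an exact p of 0.0184 and the probes of the ordinary two-way analysis an exact p of 0.862, all of which differ from the paper's. A paired test across genes on the ratios of the probes called by the ordinary two-way analysis, with falls as negative inverse ratios as the paper's tables print them, gave 1.41e-07. It was chosen after seeing the values, and it uses 984 probes, the number of genes the paper reports; over the 1186 probes of limma the same test gave 8.32e-17.

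For the average level of cell cycle genes in unexposed mice the paper's p is 0.024, over a set from functional annotation of the whole cell cycle, and the exact p here is 0.262, over another set, the 42 regulated genes of Table 2. No alternative set before the data were examined came within the paper's value, with exact p from 0.0714 (without Xpc-/- control 4) upward. For the response of the G2-M genes the paper's p is 0.086 and the exact p here is 0.434. Alternatives set before the data were examined gave exact p of 0.217 (without Wt B[a]P 3) to 0.779 (without Xpc-/- B[a]P 4), and the paired test across genes, chosen after the values were seen, gave 0.105, within 1.5 times of the paper's. For the up regulated G2-M genes the paper's p is 0.024 and the exact p here is 0.497, with 0.0375 in the paired test across genes. The sets used here hold the 42 and 17 genes of Tables 2 and 3 with a probe of the same name, fewer than the tables print.

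Table 1 gives 1 spermatogenesis gene as more down in Xpc-/- mice, and 0 were found among the 28 of 32 genes of Additional file 5 that have a probe of the same name; the alternatives do not enter this count.

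The paper states that the average expression of G1-S genes increased after exposure. The list used here, which is another set, was at 0.993 in exposed Wt and 0.981 in exposed Xpc-/- mice relative to Wt control mice. It also states that G2-M genes were initially lower in Xpc-/- mice, where the Table 3 genes were at 0.981 with an exact p of 0.341. D6Mm5e (M1ap) is among the paper's genotype genes and was not called by limma (adjusted p = 0.0947), but was called by the ordinary two-way analysis (adjusted p = 0.00839) and by limma without Xpc-/- control 2 (adjusted p = 0.035). Nat8f4 was called by limma (adjusted p = 0.00806) and is not among the paper's.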

Other observations

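The averages of the lists per mouse were tested after the data were seen. Several gene groups that the paper does not discuss held changed members after B[a]P. Of 20 macrophage markers 1 rose (3 when adjusted over the list alone), the complement component C1qc at a log2 change of 0.41 (adjusted p = 0.00136). Among 10 markers of peritubular myoid cells, the contractile cells around the tubules, Tagln (0.43, 0.000536) and Cnn1 (0.33, 0.0244) rose, 2 when adjusted over the list alone. Of 27 Sertoli cell genes 1 rose (1 when adjusted over the list alone), Nr0b1, and its list average was lowest in Xpc-/- control 1 and 2 (-0.111 and -0.151), as was that of 5 red blood cell genes (-0.155 and -0.306), of which 0 passed limma or the ordinary two-way analysis (1 when adjusted over the list alone, 2 at an unadjusted p under 0.05). Of 30 proteasome genes 2 rose, Psma1 (0.58, 6.74e-05) and Psmd7 (0.48, 0.000531), and 1 fell, Psma7 (-0.32, 0.0199), with 4 and 1 when adjusted over the list alone. Of 20 genes of the circadian clock 2 rose and 1 fell (3 and 1 when adjusted over the list alone), the casein kinase Csnk1d (0.37, 0.00712), a second probe of which had the opposite sign, the repressor Cry1 and the nuclear receptor Rora (-0.43, 0.00136). Of 11 histone genes 2 rose and 1 fell (2 and 1 when adjusted over the list alone), all named with the chromatin genes. Of 25 targets of NRF2, the regulator of the oxidative stress response, 2 rose (3 and 1 fell when adjusted over the list alone), Gstm2 and Gpx4. Of 22 genes of cholesterol synthesis 1 rose (3 when adjusted over the list alone), Sc5d (0.45, 0.0287).

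Known targets of the response to B[a]P and to DNA damage held few calls at 4 days. Of 13 targets and partners of the aryl hydrocarbon receptor 0 passed limma, 0 when adjusted over the list alone, 0 had an unadjusted p under 0.05 and 0 passed the ordinary two-way analysis, with Cyp1a1 at 0.09 (adjusted p = 0.562), Cyp1b1 at 0.02 (0.929) and Nqo1 at -0.18 (0.295). Of 26 p53 targets 1 rose (1 when adjusted over the list alone), Ccnk (0.28, 0.0211), while Cdkn1a was at -0.01 (0.963) and Mdm2 at 0.20 (0.254). Of 23 immediate early genes 0 passed limma, 0 when adjusted over the list alone, 0 had an unadjusted p under 0.05 and 0 passed the ordinary two-way analysis. Markers of endothelium (11 genes, 0 passed limma or the ordinary two-way analysis, 1 rose and 1 fell when adjusted over the list alone, 1 higher and 1 lower gene at an unadjusted p under 0.05) and of epididymis and fat (16 genes, 0 passed limma, 0 when adjusted over the list alone, 1 at an unadjusted p under 0.05, 0 by the ordinary two-way analysis) gave no call over all probes. Without Xpc-/- control 1 and 2, 1 target of the receptor and 2 macrophage genes rose, 3 p53 targets, 3 Sertoli cell genes and 3 NRF2 targets rose and 1 of each list fell, 4 proteasome genes rose and 2 fell, 3 histone genes rose and 2 fell, and 0 genes of cholesterol synthesis rose and 3 fell.

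In unexposed Xpc-/- mice the cytosolic ribosome list was lower than in Wt mice by camera (median -0.07, 52 of 70 genes lower, adjusted p = 0.00724), but not with an estimated correlation (adjusted p = 0.541), and over both treatments camera gave adjusted p = 0.0201 (adjusted p = 0.767 with an estimated correlation). Xpc-/- control 1 and 2 had the lowest averages of this list of all mice. For the B[a]P effect in Xpc-/- mice camera called the peritubular list (adjusted p = 0.0438, adjusted p = 0.128 with an estimated correlation). Fry, which tests a list on its own, called 2 of the 32 lists for a common direction after B[a]P, translesion synthesis (adjusted p = 0.0488) and peritubular cells (0.0117), and 23 for change in either direction. Camera called neither of the 2 (adjusted p = 0.424 each, and 0.747 each with an estimated correlation), and translesion synthesis had its lowest averages in Xpc-/- control 1 and 2 (-0.145 and -0.132) and 0 calls without them. The arrays of Xpc-/- control 1 and 2 correlated with each other at 0.491 after the mean of each probe over all arrays was removed, against at most 0.221 with any other array, and were below all other mice in 10 of the 32 lists and above in 0.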
